# An essential role for MEF2C in the cortical response to loss of sleep in mice

**DOI:** 10.7554/eLife.58331

**Published:** 2020-08-27

**Authors:** Theresa E Bjorness, Ashwinikumar Kulkarni, Volodymyr Rybalchenko, Ayako Suzuki, Catherine Bridges, Adam J Harrington, Christopher W Cowan, Joseph S Takahashi, Genevieve Konopka, Robert W Greene

**Keywords:** sleep, gene expression, MEF2C, slow wave activity, sleep deprivation, Mouse

## Abstract

Neuronal activity and gene expression in response to the loss of sleep can provide a window into the enigma of sleep function. Sleep loss is associated with brain differential gene expression, an increase in pyramidal cell mEPSC frequency and amplitude, and a characteristic rebound and resolution of slow wave sleep-slow wave activity (SWS-SWA). However, the molecular mechanism(s) mediating the sleep-loss response are not well understood. We show that sleep-loss regulates MEF2C phosphorylation, a key mechanism regulating MEF2C transcriptional activity, and that MEF2C function in postnatal excitatory forebrain neurons is required for the biological events in response to sleep loss in C57BL/6J mice. These include altered gene expression, the increase and recovery of synaptic strength, and the rebound and resolution of SWS-SWA, which implicate MEF2C as an essential regulator of sleep function.

## Introduction

Sleep abnormalities are commonly observed in numerous neurological disorders, including autism spectrum disorder, major depressive disorder, bipolar disorder, post-traumatic stress disorder, neurodegenerative disorders and many others, but our understanding of sleep need and its regulation and resolution is poorly understood. Following an extended period of waking, or sleep deprivation (SD), the mammalian cortex shows an altered pattern of EEG activity characterized by rebound slow wave power (delta power in the frequency range of 0.5–4.5 Hz) during the ensuing slow wave sleep (SWS; also referred to as NREM) periods. The amplitude of the rebound directly correlates with the previous waking or SD duration (Borbély, 1982; Franken et al., 2001) implicating rebound SWS, slow wave activity (SWS-SWA) as a biomarker of sleep need. During SWS episodes, the rebound SWS-SWA increase resolves, consistent with resolution of sleep need (Bjorness et al., 2016).

The buildup and resolution of sleep need is correlated with overall cortical, excitatory synaptic strength. Based on sleep-related modulation of excitatory synapse biochemistry, morphology and electrophysiological activity, a scaling-up during waking and a scaling-down during sleep have been observed (Bushey et al., 2010; de Vivo et al., 2017; Diering et al., 2017; Liu et al., 2010), although this may not necessarily be reflected by the neuronal firing rates (Hengen et al., 2016; Watson et al., 2016).

Changes in synaptic transcript (Noya et al., 2019) and protein (Diering et al., 2017; Noya et al., 2019) expression, required for synaptic down-scaling, are observed during the sleep phase in association with an average decrease in synapse size (de Vivo et al., 2017; Diering et al., 2017). Characterization of the cell-signaling biochemical and molecular mechanisms responsible for these sleep-related changes in protein expression is needed.

MEF2 transcription factors are critical regulators of activity-dependent synapse elimination (reviewed in Assali et al., 2019). MEF2C plays an essential role in development to control cortical synaptic connectivity, function and plasticity (Harrington et al., 2016; Li et al., 2008; Rajkovich et al., 2017). MEF2C’s activation results in excitatory synapse down-regulation with potential relevance for sleep, in that prolonged waking activity leads to excitatory synaptic scaling-down during ensuing sleep, as noted above. Neuronal activity associated with waking, that may include neuronal depolarization, firing and arousal-associated neuromodulator activity, can switch MEF2C from a transcriptional repressor to an activator. The switch depends on dephosphorylation of a conserved Serine (S396) (Kang et al., 2006; Lyons et al., 2012; Zhu and Gulick, 2004), and both the repressor and activator functions of MEF2C appear critical for its regulation of synaptic transmission (Harrington et al., 2016). However, the relationship between MEF2C and sleep-regulated transcripts, sleep-regulated excitatory synaptic strength and sleep-homeostatic EEG activity remains unexplored.

In this study, we examined neurobiological changes in the mouse frontal cortex in response to sleep loss, involving transcriptomic architecture, regulation of synaptic strength in excitatory cortical neurons and SWS-SWA, correlated with sleep need. As changes in neuronal activity may be observed across sleep-wake states, we investigated the possible role of MEF2C as a key regulator of sleep-related control of gene expression, sleep-related modulation of synaptic function and sleep-need correlated SWS-SWA buildup and resolution.

## Results

### Wake-sleep mediated control of the transcriptome

To evaluate the effects of sleep loss, we compared three sleep-related conditions for differentially expressed genes (DEGs) from samples of the frontal cortex (FC, the cortical region showing the highest power of SWS-SWA) of male C57BL/6J (WT) mice (Figure 1A) including: (1) control sleep (CS; mice free to sleep, ad libitum; n = 6), (2) sleep deprived for 6 hr (SD; n = 7), and (3) sleep deprived for 4 hr followed by recovery sleep for 2 hr (RS; n = 7). All samples were collected 6 hr after lights on (ZT6) to control for circadian influence and were processed for RNA-seq analysis (see Materials and methods).

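Polyadenylated RNA from the frontal cortex of 6 CS, 7 SD and 7 RS mice was made into stranded libraries and sequenced. The authors trimmed the reads, aligned them to the mm10 mouse genome with STAR, counted uniquely mapped reads on genes with HTSeq and converted the counts to CPM with edgeR. The table used here holds CPM per gene in 33 libraries, of which 20 are WT. Whole numbers of reads were recovered from it by taking the smallest value above 0 in each library as 1 read, and 711645 of 711645 values then lay within 0.01 of a whole number. The recovered total per library, which is the number the authors divided by, had a median of 87721357.5 reads in CS (44395583 to 218548740), 115615605 in SD (57394212 to 145658838) and 127814796 in RS (53595657 to 249046089). The listed genes of a library summed on average to 959825 CPM in CS, 976768 in SD and 966506 in RS, so each total also holds reads on genes outside the table. For every comparison the CPM were rescaled with median-of-ratios factors, computed over the 11570 genes with CPM of at least 1 in all 33 libraries. The factors averaged 0.856 ± 0.0722 (SD, n = 6) in CS, 1.03 ± 0.0387 (n = 7) in SD and 0.976 ± 0.0798 (n = 7) in RS. With CPM as deposited, the median log2 fold change of all genes tested was 0.30 from CS to SD, 0.20 from CS to RS and -0.09 from SD to RS. After rescaling the same medians were 0.04, 0.02 and -0.0047, and all changes are reported relative to these. Each comparison was tested with limma on log2 values of the rescaled CPM with 0.5 added, using the compared groups alone. Genes had to reach a CPM of 1 in all replicates of one or both groups, the filter in the paper's methods. DEGs had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.3, the paper's thresholds. Replicates of a group differed by far more than sampling of reads allows, with a chi-square of 12.2 to 537 per degree of freedom over 72 pairs of replicates.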

**Figure 1.**
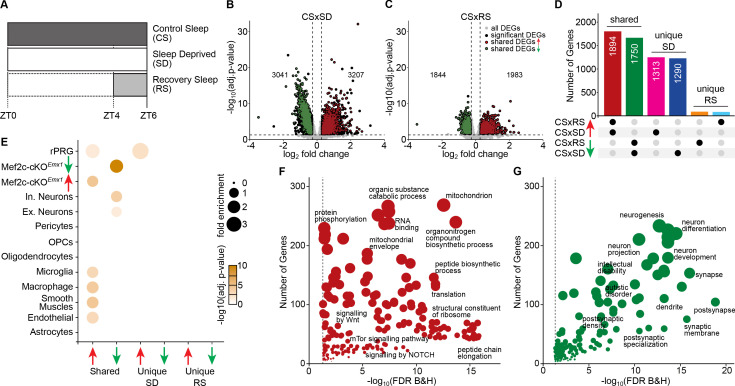
Sleep need induced transcriptomic changes. (**A**) Schematic of the experimental design illustrating the protocol for frontal cortex brain tissue collection from three sleep conditions at Zeitgeber Time (ZT) = 6 hours: control sleep (CS), sleep deprived (SD) and recovery sleep (RS). Volcano plots showing differentially expressed genes across (**B**) CS to SD and (**C**) CS to RS. Significantly differentially expressed genes (DEGs) (adj. p-value<=0.05, absolute log2 fold change >= 0.3), unique to the sleep condition, are indicated as *black* dots whereas genes shared by SD and RS are indicated as either *red* (increased expression) or *green* (decreased expression) dots. (**D**) Upset plot showing the shared and unique sets of significant DEGs for CS to SD and CS to RS. (**E**) Dot plot showing enrichment of significant DEGs for cell-types identified using single cell RNA sequencing data (Hrvatin et al., 2018) from mouse cortex, identified *Mef2c* target genes (Harrington et al., 2016) and rapid primary response genes (rPRGs) (Tyssowski et al., 2018). A Fisher’s exact test was used to calculate the significance of the overlap of the sleep DEGs and the Mef2c-cKO*^Emx1^* DEGs. The size of the dot indicates the odds ratio for enrichment and the color indicates the p-value. Dot plot showing GO analysis for shared significant DEGs with (**F**) increased and (**G**) decreased expression across SD and RS compared to CS (for a complete list of significant GO, see Supplementary file 3).

**Figure 1—figure supplement 1.**
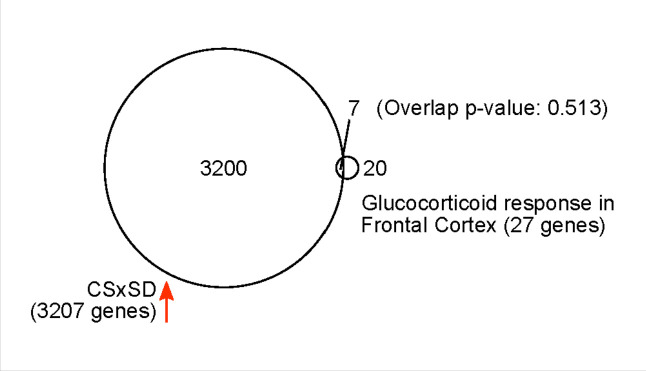
3207 genes increased their expression after 6 hr of sleep deprivation (SD). 27 genes are expressed in the frontal cortex and involved in glucocorticoid intracellular responses (MGI GO:0071385). Seven genes have both increased expression in response to SD and are involved in glucocorticoid responses (p-value=0.513 using Fisher’s exact test).

**Figure 1—figure supplement 2.**
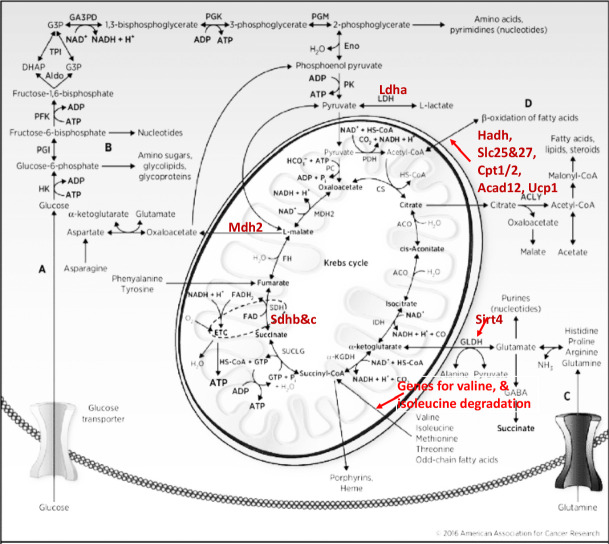
Kreb’s cycle with highlighted differentially expressed genes with increased expression in both SD and RS, and involved in anaplerotic reactions.

**Figure 1—figure supplement 3.**
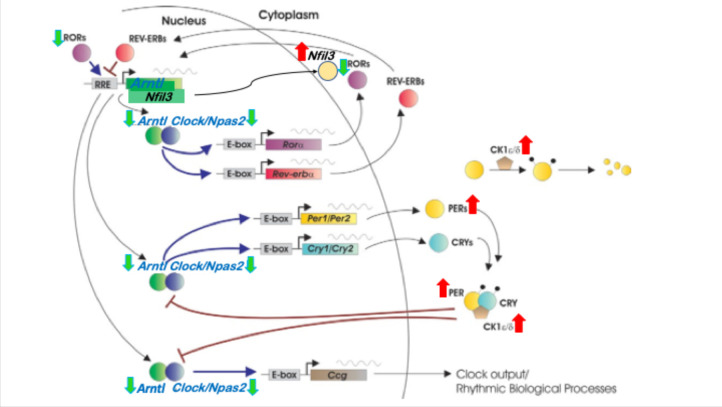
Circadian rhythm gene regulatory network with highlighted core clock genes that are affected during SD. Genes with increased expression in SD are marked with *red* up arrows and genes with decreased expression in SD are marked with *green* down arrows.

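In CS libraries, on average 12828 genes (n = 6, range 12673 to 13003) had a CPM of at least 1. The number was 13243 (n = 7, range 13139 to 13332) in SD and 13136 (n = 7, range 12991 to 13258) in RS. On rescaled CPM it was 13019 ± 88.0 (SD) in CS, 13209 ± 55.8 in SD and 13166 ± 49.1 in RS.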

The CS samples expressed, on average, ~13,000 genes with counts per million reads (CPM) ≥1.0 in the FC. 

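From CS to SD, 12913 genes were tested and 5826 were DEGs, of which 3183 (54.6%) were higher and 2643 lower in SD. The division into higher and lower genes depends on the scaling, since with CPM as deposited 6106 were higher and 801 lower. Without adjustment, 7677 genes had a p of at most 0.05, where 646 would be expected by chance. For 1949 genes (15.1%) every SD library lay on one side of every CS library, where chance gives 0.117%, and 1834 of these were DEGs. Among DEGs whose groups did not overlap, the largest rise was that of *Col1a1*, on chromosome 11 of GRCm38 from 94936224 to 94953042. It rose from 2.26 ± 1.47 rescaled CPM (SD, n = 6) in CS to 13.2 ± 5.92 (n = 7) in SD, a log2 fold change of 2.34 (standard error 0.35, adjusted p = 0.000626, limma). *Plin4*, on chromosome 17 from 56100591 to 56109803, rose from 1.17 ± 0.217 to 6.38 ± 2.04 rescaled CPM and had the smallest adjusted p of the comparison, 7.78e-05. *Hba-a2*, *Col1a2* and *Slc22a6* followed with log2 fold changes of 1.88, 1.76 and 1.75. The largest fall among DEGs whose groups did not overlap was that of *Rad51ap2*, on chromosome 12 from 11456079 to 11462928. It went from 9.17 ± 3.65 to 2.57 ± 0.694 rescaled CPM (log2 fold change -1.62, standard error 0.21, adjusted p = 0.000371, limma). *C7*, *Fap*, *RP23-174M24.1* and *Cdh12* followed with log2 fold changes of -1.35, -1.33, -1.27 and -1.21. Log2 fold changes rose with the GC content of the transcripts, with a Spearman rho of 0.721 across 12443 genes, which are not independent replicates. With the replicate number of the labels as a block, 287 genes were DEGs, and 6177 had an unadjusted p of at most 0.05. Only 5 numbers are shared by CS and SD, so this fit has less power. Its lower count does not show a batch effect. Among alternatives without such a block, the one that moved this count most was the removal from each library of a trend on GC content and transcript length. After it, 2568 of the 12443 genes with an annotated transcript were DEGs, where 5590 had been before, and 1725 genes were DEGs both times. The 13 fits that each left out 1 library gave 4509 to 6411 DEGs.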

Comparing the SD samples to the CS samples, we observed 6,248 DEGs with roughly half the number of genes having decreased expression (FDR <= 0.05; |log_2_ (fold change)|>=0.3; Figure 1B; Supplementary file 1), confirming an earlier report of massive transcriptome changes associated with SD (Diessler et al., 2018). Similarly, the RS cohort showed 3827 DEGs compared to CS, again with approximately half the number of genes showing decreased expression (Figure 1C; Supplementary file 1).

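From CS to RS, 12752 genes were tested, and 2232 of them (17.5%) were DEGs, with 1184 higher and 1048 lower in RS. An unadjusted p of at most 0.05 was found for 5913 genes, against 638 expected by chance. The CS and RS libraries did not overlap for 475 genes (3.73%), again against 0.117% by chance, and 394 of these were DEGs. Among DEGs whose groups did not overlap, *Plin4* had the largest rise, to 4.93 ± 2.85 rescaled CPM (SD, n = 7) in RS. Its log2 fold change was 1.57 (standard error 0.27, adjusted p = 0.0329, limma). *H1fx* (1.37), *Cotl1* (1.20), *Hba-a2* (1.15) and *Fndc9* (1.12) came next. Of the same DEGs, *Pparg*, on chromosome 6 from 115360951 to 115490399, had the largest fall. It went from 65.2 ± 10.2 (n = 6) to 34.2 ± 9.61 (n = 7) rescaled CPM (log2 fold change -0.96, standard error 0.18). *Rpe65*, *Kcnip4*, *Efna5* and *RP23-411B7.2* followed with log2 fold changes of -0.94, -0.92, -0.86 and -0.86. The smallest adjusted p of the comparison was 0.0329, close to the threshold of 0.05, and the count moved with single libraries. No DEGs were left without CS replicate 3 or without RS replicate 3, 5, 6 or 12, although 4544 to 5653 genes then had an unadjusted p of at most 0.05. The count was 3 without RS replicate 4, 98 without CS replicate 2, 223 without CS replicate 1, 3366 without CS replicate 6 and 3740 without RS replicate 1. The remaining 3 fits gave 2603, 3012 and 3108 DEGs.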

In contrast, only 81 genes showed significantly altered expression comparing the SD condition to RS (Supplementary file 1), suggesting that for the majority of SD-sensitive genes, RS is more than simply a direct recovery of altered gene expression back to CS levels. 

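From SD to RS, 12921 genes were tested and 3 were DEGs, namely *Alas2*, *Pth2r* and *Kcnj2*, each with an adjusted p of 0.0393 (limma) and with no overlap between the 7 SD and the 7 RS libraries. *Alas2*, on chromosome X from 150547375 to 150570638, fell from 4.97 ± 1.03 (SD, n = 7) to 2.68 ± 0.363 (n = 7) rescaled CPM, a log2 fold change of -0.77. *Pth2r* rose from 2.37 ± 0.299 to 4.94 ± 1.43 (log2 fold change 0.89) and *Kcnj2* from 30.4 ± 3.55 to 43.3 ± 3.87 rescaled CPM (0.50). An unadjusted p of at most 0.05 was found for 683 genes, close to the 646 expected by chance, and groups did not overlap for 21 genes (0.163%, where chance gives 0.0583%). With array quality weights in limma, 100 genes were DEGs. Without RS replicate 5 the count was 9 and without SD replicate 3 it was 6, while 9 of the 14 fits that each left out 1 library gave 0 DEGs, with 463 to 928 genes at an unadjusted p of at most 0.05. Without SD replicate 4 or without RS replicate 1, the count was 1. From the small number of genes that differ between SD and RS, the paper proposes that RS is not a direct return of expression to CS levels for most genes that respond to SD.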

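Of the DEGs from CS to SD, 2148 (36.9%) were also DEGs from CS to RS, all in the same direction, 1147 higher and 1001 lower than in CS. They made up 96.2% of the DEGs from CS to RS. A further 1914 genes were higher and 1642 lower in SD alone, and 34 were higher and 47 lower in RS alone, but these calls do not show that SD and RS differ for a gene. That difference was tested by the comparison of SD with RS, in which 457 of the DEGs from CS to SD had an unadjusted p of at most 0.05. The log2 fold changes from CS to SD and from CS to RS had a Spearman rho of 0.971 across 12720 genes, which are not independent replicates, and 94.3% of the genes had the same sign. Both comparisons use the same 6 CS libraries, which by itself relates the fold changes. In 100 simulated draws in which SD and RS groups were unchanged, the median rho was 0.60 (-0.48 to 0.92) and 72.0% of genes had the same sign (30.8% to 88.7%), but no draw gave any shared DEG (0 of 100). With 3 CS libraries set against SD and the other 3 against RS, over 20 assignments, rho was 0.61 to 0.94 with a median of 0.87. With no filter on low values, 359 DEGs were shared.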

Rather, more than half of the differential expression initiated during SD is continued during RS (Figure 1D), significantly extending the SD-induced change.

Because SD may be considered stressful (Mongrain et al., 2010), we compared classic glucocorticoid-mediated response genes to the increased DEGs observed in response to SD (Figure 1—figure supplement 1, Supplementary file 2). 

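Of the 27 glucocorticoid response genes listed in the paper's supplement, 26 were tested from CS to SD, and *mt-Nd3* is not listed in the table. There were 8 DEGs higher in SD (*Anxa1*, *Bmp4*, *Ddit4*, *Npas4*, *Pck2*, *Sstr4*, *Tgfb1* and *Zfp36l1*) and 5 lower, and 15 of the 26 had an adjusted p of at most 0.05 when adjusted over the list alone. The share of higher DEGs was 30.8%, against 24.6% of the 12913 genes tested (odds ratio 1.36, one-sided Fisher's exact test, p = 0.300). Over 10 alternatives in processing, this p was between 0.132 and 0.802. The median log2 fold change of the list was 0.11, and it was -0.14 where only genes with a CPM of at least 5 in every compared library were kept. 1 of the 27 genes is also in another list of genes used here.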

No significant increase in glucocorticoid (GC) intracellular response genes was found in the upregulated SD DEGs (p-value=0.513 using Fisher’s exact test), suggesting a more SD-specific response than other GC-mediated stress responses.

This bulk transcriptomic analysis includes mRNA from all cell types found in frontal cortical tissue. Many of the genes expressed in these tissues are, nonetheless, cell-type specific, allowing potential correlation between DEGs specific for a sleep condition and specific cell types. Using previously published single-cell RNA-seq from the adult mouse cortex (Hrvatin et al., 2018), we identified cell-type-specific gene expression patterns across sleep conditions (Figure 1E). Interestingly, the downregulated DEGs shared by SD and RS were enriched for genes associated with both excitatory and inhibitory neurons, whereas the upregulated DEGs shared by SD and RS were enriched for non-neuronal genes that are down in the Mef2c-cKO*^Emx1^* mice (Harrington et al., 2016 ; Figure 1E).

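The published lists of cell-type and knockout genes behind the enrichment were not used here. In their place, 7 lists of marker genes of cell types were written from general knowledge, and each list's log2 fold changes were compared with those of all other genes. Shifts of these and 10 other lists were tested 2-sided with camera, at a preset correlation between genes of 0.01, and with fry, which estimates it, with p adjusted over the 68 tests of 17 lists in 4 comparisons. From CS to SD the median log2 fold change was 0.26 for 16 inhibitory neuron genes and 0.28 for 12 astrocyte genes. It was 0.29 for 12 microglia and macrophage genes and 0.33 for 9 pericyte and smooth muscle genes. These stayed positive over 10 alternatives in processing, but were as low as 0.041, 0.18, 0.026 and 0.046, in the same order. The median was -0.0013 for 17 excitatory neuron genes. Its sign turned under CPM as deposited (0.26, less than the 0.30 of all genes), a pseudocount of 1 (0.00056), edgeR (0.05) and DESeq2 (0.04). For 13 oligodendrocyte genes the median was 0.20, and -0.06 after correction for GC content, and for 10 endothelial genes it was 0.08, with a negative sign under quantile normalization (-0.08), the stricter filter (-0.13) and the GC content correction (-0.02). The excitatory list held 1 DEG higher and 5 lower in SD, against 6 genes adjusted over the list alone. The counts were 3, 2 and 5 for the inhibitory list, 5, 0 and 5 for astrocytes, 4, 4 and 8 for oligodendrocytes, 3, 1 and 5 for microglia and macrophages, 2, 2 and 4 for endothelial cells and 4, 1 and 6 for pericytes and smooth muscle, in the same order. None of the 7 lists had a camera adjusted p of at most 0.05, and the excitatory (camera 0.365, fry 0.0258) and pericyte lists (camera 0.0871, fry 0.0258) had one under fry. With quantile normalization the astrocyte list passed under camera (median 0.32, adjusted p = 0.0336), where the range over 10 alternatives was 0.0336 to 0.374. From CS to RS the medians of the 7 lists lay between -0.06 (excitatory neurons) and 0.22 (inhibitory neurons). Of all 17 lists, those of M04, M10, the Krebs cycle, immediate early genes and synaptic genes passed under both tests from CS to SD, and the cytosolic ribosomal, mitochondrial ribosomal and respiratory chain lists under camera alone. In the comparison of CS with RS the same held, except that synaptic genes passed under camera alone. 3 of the 17 excitatory neuron genes are in another list, and the tissue expressed nearly all markers, with a CPM of at least 1 in every WT library for 17 of 17 excitatory, 15 of 16 inhibitory, 12 of 12 astrocyte, 13 of 13 oligodendrocyte, 11 of 13 microglia, 9 of 10 endothelial and 9 of 9 pericyte genes.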

We also examined MEF2C target gene expression in response to SD or RS. We found that the downregulated DEGs shared by SD and RS were enriched for neuronal genes affected by *Mef2c* loss of function as previously observed in a conditional knockout of pan-neuronal *Mef2c,* Mef2c-cKO*^Emx1^* (Harrington et al., 2016). Whereas the upregulated DEGs in response to SD and RS were enriched for *Mef2c* non-neuronal genes (Figure 1E). Thus, the DEGs altered by SD and RS in the cortex significantly overlap those altered by the loss of cortical MEF2C function.

We next functionally characterized the sleep-loss induced transcriptional changes shared by SD and RS states by carrying out a gene ontology (GO) analysis. Overall, there are distinct GO categories for the upregulated and downregulated genes (Figure 1F,G; Supplementary file 2). The upregulated categories include mitochondrial components and signaling pathways of oxidative phosphorylation and anaplerosis (Figure 1—figure supplement 2), indicative of energy mobilization, as well as anabolic protein metabolism that includes ribosomal components together with transcriptional, translational and related processes. These results are consistent with and extend those from a previous study using microarrays (Cirelli et al., 2004) that lead to a conclusion, ‘… that sleep, far from being a quiescent state of global inactivity, may actively favor specific cellular functions’. 

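Of the 12 genes read from the paper's Figure 1—figure supplement 2 (Krebs cycle and anaplerosis), 10 were tested from CS to SD and 8 were DEGs, all higher in SD, with 9 past the threshold when adjusted over the list alone. The study chose the figure's genes on these libraries, so the first count is not independent evidence. *Mdh2*, on chromosome 5 from 135778480 to 135790398, rose from 85.7 ± 14.4 (SD, n = 6) to 125 ± 14.1 (n = 7) rescaled CPM, a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.00333, limma). The log2 fold changes were 0.60 for *Sdhc*, 0.59 for *Sdhb*, 0.53 for *Ldha*, 0.52 for *Cpt1c*, 0.41 for *Hadh*, 0.38 for *Acad12* and 0.30 for *Cpt2*. *Sirt4* (0.31, adjusted p = 0.0560) and *Cpt1a* (0.10, adjusted p = 0.485) were not DEGs, and *Cpt1b* and *Ucp1* did not pass the filter. The list's median was 0.46 from CS to SD (camera adjusted p = 0.00371, fry 0.00273) and 0.43 from CS to RS (0.00351 and 0.0172), where 3 of 10 genes were DEGs and 8 passed when adjusted over the list alone. Of 89 nuclear-encoded respiratory chain genes, 49 were DEGs higher and 6 lower in SD, with a median log2 fold change of 0.48 (62 genes adjusted over the list alone, camera adjusted p = 5.46e-05, fry 0.0680). In RS, 18 were higher and 1 lower of 88, with a median of 0.38 (38 adjusted over the list alone, camera 1.82e-05, fry 0.0847). Cytosolic ribosomal proteins included 49 DEGs higher and 0 lower among 79 in SD, with a median of 0.58 (52 adjusted over the list alone, camera 2.5e-07, fry 0.0590), and 19 higher and 0 lower in RS, with a median of 0.47 (34 adjusted over the list alone, camera 1.27e-08, fry 0.0680). For 74 mitochondrial ribosomal proteins the median was 0.23 in SD, with 28 DEGs higher and 1 lower (26 adjusted over the list alone, camera 0.00371, fry 0.0680). In RS it was 0.17, with 7 higher, 1 lower and 0 adjusted over the list alone (camera 0.00554, fry 0.119). This list did not pass under camera with quantile normalization, where its median was 0.10 in SD (adjusted p = 0.0638, range over 10 alternatives 0.000257 to 0.0638). Every one of these medians kept its sign under each scaling alternative. 2 of the 12 Krebs cycle genes are in another list. The table lists 0 mitochondrially encoded genes, which were therefore not analysed here.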

Recently, similar findings were reported in a RNA-seq analysis from C57BL/6J whole cortex and a ‘gentle handling’ method of SD (Hor et al., 2019).

Several studies provide converging evidence for a general decrease in cortical excitatory synaptic strength in association with sleep (de Vivo et al., 2017; Liu et al., 2010; Maret et al., 2011) with respect to protein expression in synaptosomes (Diering et al., 2017) and spontaneous miniature excitatory post-synaptic currents and frequency (Liu et al., 2010; Vyazovskiy et al., 2008). 

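A list of 60 synaptic genes was written from general knowledge, of which 8 are in another list and 5 in the networks of M04 or M10. From CS to SD, 29 were DEGs with lower and 10 with higher expression in SD, and 41 passed when adjusted over the list alone. The median log2 fold change was -0.35 from CS to SD (camera adjusted p = 0.00179, fry 0.00273) and -0.26 from CS to RS (0.0387 and 0.0949), but with quantile normalization it was 0.04 and 0.02. In RS, 16 were lower, 9 were higher and 37 passed when adjusted over the list alone. Over 10 alternatives the camera adjusted p was between 1.12e-06 and 0.639 from CS to SD. *Lrrtm4*, *Gria4* and *Rims1* had log2 fold changes of -1.01, -0.93 and -0.85 from CS to SD.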

Consistent with this, we observed that the downregulated genes observed in SD and RS are enriched for GO categories reflecting synaptic biological processes and cellular components. These genes are also enriched for genes involved in diseases of cognition associated with abnormal synaptic function, including schizophrenia, autism, intellectual disability and neurodegenerative disorders (Figure 1G, Supplementary file 3).

Some of the SD upregulated DEGs have a notable role as both transcription factors and/or first responders to neural activity and sensory stimulation. 

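Of a list of 19 immediate early genes written from general knowledge, 18 were tested from CS to SD. There were 11 DEGs higher and 1 lower in SD, and 12 passed when adjusted over the list alone. *Arc*, on chromosome 15 from 74669083 to 74672570, rose from 36.3 ± 13.9 (SD, n = 6) to 78.8 ± 13.2 (n = 7) rescaled CPM, a log2 fold change of 1.18 (standard error 0.21, adjusted p = 0.00137, limma). Its log2 fold change from CS to RS was 0.31 (adjusted p = 0.315), and -0.11 after correction for GC content. *Junb* (log2 fold change 2.12), *Egr4* (1.46), *Fosb* (1.06), *Nr4a1* (0.78), *Npas4* (0.68) and *Dusp1* (0.62) were also higher, and *Nr4a2* was lower (-0.68). *Npas4* was no longer a DEG after correction for GC content (0.34, adjusted p = 0.143, where the range over 9 alternatives was 0.000347 to 0.143). *Fos* was not a DEG (0.49, adjusted p = 0.238). *Egr1* had a log2 fold change of 0.0030, with a negative sign under array quality weights (-0.21), the GC content correction (-0.41) and DESeq2 (-0.0063). *Homer1* had -0.30 (adjusted p = 0.0971), was lower with array quality weights (-0.36, a DEG) and had a positive sign with quantile normalization (0.03) and the GC content correction (0.22). The median of the list was 0.55 from CS to SD (camera adjusted p = 0.0109, fry 0.00715), and 0.38 from CS to RS (0.00987 and 0.0118), where 6 of 17 were higher, 1 was lower and 9 passed when adjusted over the list alone. The call of the list was lost with CPM as deposited (median 0.81, camera adjusted p = 0.0860) and with the stricter filter (0.35, 0.0620), within a range of 0.0039 to 0.0860 over 10 alternatives. 2 of the 19 genes are in another list.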

Rapid, primary response genes (rPRG) have been identified in cortical neuronal cultures as responders to both brief or 6 hr exposures to a depolarizing concentration of potassium in the presence of a translational blocker (Tyssowski et al., 2018). We find that DEGs for CS compared to SD and/or RS conditions are significantly enriched for these rPRGs (Figure 1E). Furthermore, upregulated transcription factors were identified in visual cortex that responded to a short exposure to light after being in constant darkness (Hrvatin et al., 2018). We observed that 50% of these were upregulated DEGs for CS to SD (listed in Supplementary file 1). Notably, these upregulated, transcription factors in the visual cortex overlapped with DEGs from the FC, and showed sustained, increased expression even after 6 hr of SD-induced activation.

It was recently shown that the influence of circadian rhythms on gene transcript expression in synaptosomes was relatively unaffected by SD, although SD did prevent translation (Noya et al., 2019). Nevertheless, many core clock genes are known to affect sleep homeostasis and the expression of some core clock genes, in particular, *Per2*, are altered by SD, as previously reviewed (Franken, 2013). To control for circadian-mediated changes in gene expression, we assessed DEGs at the same circadian time, ZT6, changing only the 6 hr, immediate sleep history. In contrast to DEGs in synaptosomes, we observed in FC tissue that SD from ZT = 0 to 6 hr resulted in a number of core clock DEGs (compared to CS; Figure 1—figure supplement 3), including downregulation of *Arntl*, *Clock* and *Npas2* and downregulation of a set of genes regulating circadian entrainment (MGI; GO:0009649). 

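Of 16 genes read from the paper's Figure 1—figure supplement 3, 14 passed the filter and were tested from CS to SD. The study chose the figure's genes on these libraries, so the count of DEGs is not independent evidence. There were 4 DEGs higher and 5 lower in SD, and 10 genes passed when adjusted over the list alone. *Arntl*, on chromosome 7 from 113207465 to 113314126, fell from 74.1 ± 5.88 (SD, n = 6) to 58.5 ± 6.90 (n = 7) rescaled CPM, a log2 fold change of -0.34 (standard error 0.09, adjusted p = 0.00803, limma). *Clock* had a log2 fold change of -0.51 (adjusted p = 0.00544), *Npas2* -0.42 (0.0167), *Rorb* -0.89 (0.000615) and *Rora* -0.55 (0.0375). *Per1* (0.61), *Per2* (0.57), *Csnk1d* (0.40) and *Nfil3* (0.31) were higher. *Csnk1e* was not a DEG (0.08, adjusted p = 0.412), and had -0.30 after correction for GC content and 0.36, a DEG, with CPM as deposited. *Per2* and *Rorb* were DEGs under each of 10 alternatives in processing, and each of the other 7 was lost under at least 1. With CPM as deposited, where the median of all genes is raised, the log2 fold changes of *Arntl* (-0.07), *Clock* (-0.23) and *Npas2* (-0.15) kept their sign but were no longer called. The same held for *Clock* (-0.28) and *Npas2* (-0.28) with quantile normalization, and for *Arntl* (-0.27), *Clock* (-0.03) and *Per1* (0.09) after correction for GC content. *Nfil3* had -0.0074 after that correction. Over these 10 alternatives the adjusted p was between 0.000651 and 0.453 for *Arntl*, 0.000278 and 0.735 for *Clock*, and 0.00229 and 0.353 for *Npas2*. The median of the list was -0.05 from CS to SD (camera adjusted p = 0.801, fry 0.687), with a positive sign under CPM as deposited (0.22), quantile normalization (0.01) and no filter on low values (0.01). 2 of the 16 genes are in another list and 1 of these is in the network of M04 or M10. Other genes of circadian entrainment were not analysed here.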

Taken together, these data are consistent with an SD-induced attenuation and destabilization of circadian-mediated gene expression and confirm recent observations using an RNA-seq assessment in time series together with SD (Hor et al., 2019).

To further uncover the organizational architecture and prioritize the extensive SD-mediated transcriptome, we used weighted gene co-expression network analysis (WGCNA), with expressed genes from all three conditions (CS, SD, and RS) to generate a network of 59 modules. Many of the modules (53%) were enriched for either up or downregulated DEGs from CS to SD conditions (Figure 2A). Most of those enriched for upregulation from CS to SD (n = 11), were also enriched for upregulation from CS to RS (n = 10), and similarly, most modules enriched for downregulation from CS to SD (n = 18) were also enriched for downregulation from CS to RS (n = 13), showing an organization primarily driven by DEGs, that is consistent between SD and RS conditions. The GO of these shared modules (Supplementary file 4) is also consistent with those seen using only the lists of DEGs.

**Figure 2.**
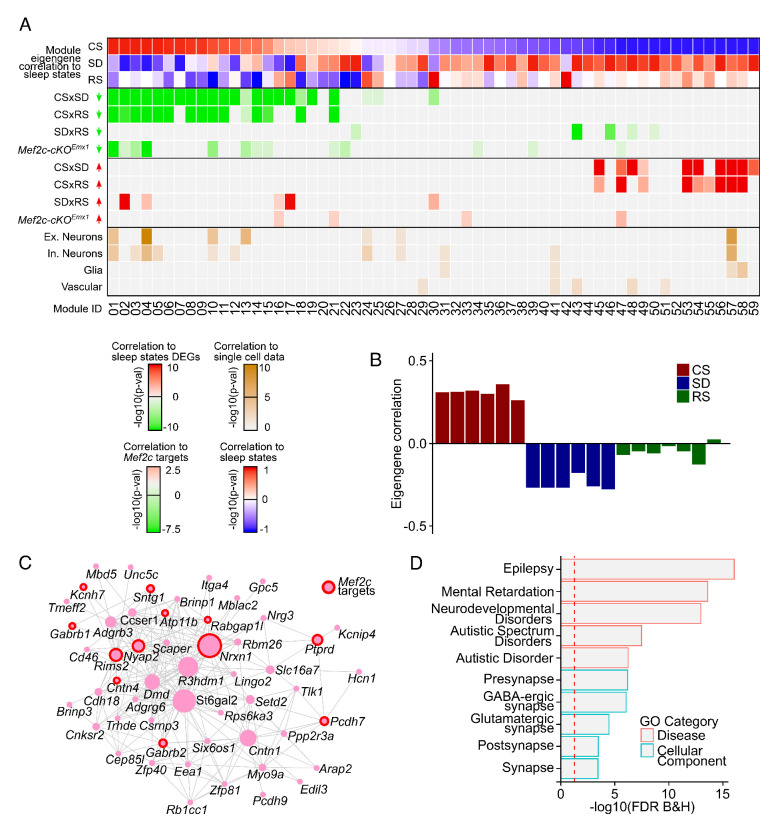
Coordinated transcriptomic responses with sleep need indicate a role for MEF2C. (**A**) Heatmap showing enrichment of sleep-state DEGs across modules of genes identified by weighted gene co-expression network analysis (WGCNA). First three rows show module eigengene correlation to sleep states (CS, SD and RS respectively) ordered by most positive to most negative correlation to CS sleep state. The following four rows highlight the significance of module enrichment for a specific set of DEGs colored by *green* for genes with decreased expression for CSxSD, CSxRS, SDxRS and MEF2C targets (Harrington et al., 2016) and the next four rows colored by *red* to highlight the significance of module enrichment for genes with increased expression for CSxSD, CSxRS, SDxRS and MEF2C targets (Harrington et al., 2016). The bottom four rows colored by shades of *orangeyellow* show enrichment of modules for cell types identified using single-cell RNA sequencing (Hrvatin et al., 2018) from mouse cortex. Each column is a module of genes as indicated by the module ID in last row. (**B**) Barplot for a selected module (Module ID 04) with eigengene correlation across sleep states showing a strong positive correlation to CS and negative correlation to SD and weak negative correlation to RS. (**C**) Network plot for selected module (Module ID 04) showing the top 250 connections between genes. Genes that are MEF2C targets (Harrington et al., 2016) are highlighted by red circles. (**D**) GO plot for genes within the selected module (Module ID 04).

**Figure 2—figure supplement 1.**
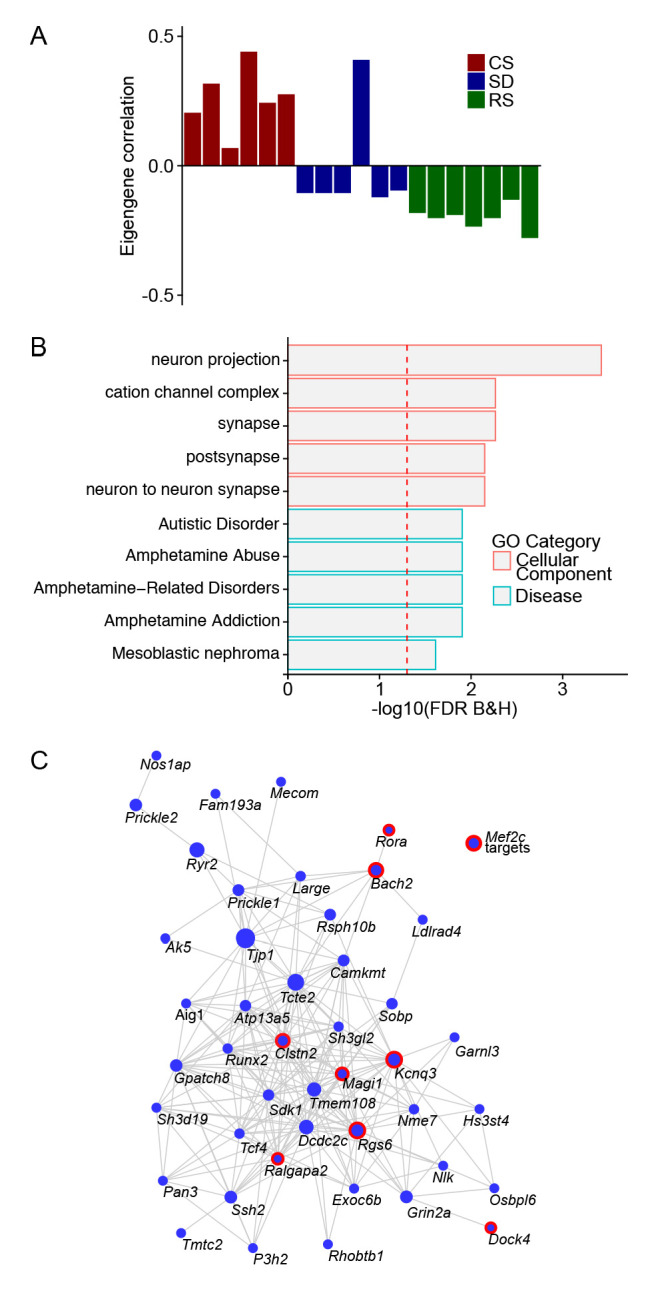
A module of gene co-expression characterized by an eigengene driven by sleep condition. (**A**) Barplot for Module ID 10 with eigengene correlation across sleep states showing a strong positive correlation to CS and negative correlation to SD and RS. (**B**) GO plot for genes within the Module ID 10. (**C**) Network plot for Module ID 10 showing the top 250 connections between genes. Genes that are MEF2C targets (14) are highlighted by red circles.

The advantage of WGCNA is that it allows for the prioritization of gene modules that may be central drivers of biological networks independent of arbitrary cutoffs of p-values and fold changes for individual genes. WGCNA identifies these modules containing genes with highly correlated expression that can be further assessed for significant expression patterns related to features such as the sleep conditions of CS, SD and RS via determination of module eigengenes.

Notably, putative target genes of MEF2C, were enriched in a surprising, 15 of 59 modules generated from the three sleep conditions employed in this study. Using a Monte Carlo model to assess the likelihood of such a result gave a probability of p<0.001 from a sample of 1000 permutations of genes randomly assigned to the experimentally defined number of modules and module size. It is consistent with a widespread influence of MEF2C on the transcriptome as it varies from CS to SD to RS. Furthermore, most of the enriched modules had sleep-condition-related eigengenes indicating that sleep condition was the principal component factor driving their coordinated expression.

We identified two modules (M04 and M10) whose module eigengenes were more positively correlated with CS or ad lib sleep or, conversely, more negatively correlated with SD and RS samples (Figure 2B and Figure 2—figure supplement 1), indicating that the primary component driving their pattern of coexpression is CS versus SD and RS conditions. These two modules were of interest due to significant enrichment of several major categories of genes (Figure 2A): (1) DEGs in neuronal *Mef2c conditional KO* cortex (Mef2c-cKO*^Emx1^*; Harrington et al., 2016), (2) excitatory and inhibitory neuronal genes, (3) genes downregulated in SD and RS, and (4) genes involved in synaptic function, epilepsy and cognitive pathologies including autism (Figure 2D). Both of these modules have hub genes encoding receptors, ionic channels or cell adhesion, and identified as autism and epilepsy risk factors (for complete GO of M04 and M10 and other modules, see Supplementary file 4). These characteristics are generally consistent with modulation by the MEF2C transcription factor and suggest the modulation by MEF2 is closely associated with sleep conditions. Also, we observe significant enrichment for Mef2c downstream genes (Harrington et al., 2016) in 15 out of 59 modules, which is significantly greater than randomly assigning the genes to simulated 59 modules of the same size (Monte Carlo p-value: 0.001, N: 1000 iterations).

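A score was computed for each network as the mean over its genes of z scores within the 20 WT libraries, from the 53 genes drawn in Figure 2C for M04 and the 44 drawn in Figure 2—figure supplement 1C for M10. The study chose both networks on these libraries, so their shifts are not independent evidence. The M04 score was 1.11 ± 0.688 (SD, n = 6) in CS, -0.74 ± 0.343 (n = 7) in SD and -0.20 ± 0.773 (n = 7) in RS. It fell by 1.85 from CS to SD, with every SD library under every CS library (two-sided exact permutation test, p = 0.000583, adjusted over 6 tests 0.0035), and by 1.31 from CS to RS (exact p = 0.00699, adjusted 0.0105). The M10 score was 1.08 ± 0.348 in CS, -0.49 ± 0.779 in SD and -0.43 ± 0.679 in RS, with differences from CS of -1.57 (exact p = 0.00291, adjusted 0.00699) and -1.51 (exact p = 0.0035, adjusted 0.00699). From SD to RS the scores differed by 0.54 for M04 (exact p = 0.119, adjusted 0.143) and 0.06 for M10 (exact p = 0.879), where M10 had a negative sign with CPM as deposited (-0.28) and quantile normalization (-0.13). With CPM as deposited, the fall of M10 from CS to SD was -1.01, with an exact p of 0.0624, where the range over 4 alternatives was 0.00291 to 0.0624. All 53 genes of M04 and 43 of 44 of M10 were DEGs lower in SD, and all were past the threshold when adjusted over the list alone. From CS to RS, 44 and 41 were DEGs, and again 53 and 44 passed when adjusted over the list alone. Their median log2 fold changes were -0.81 and -0.51 in SD (camera adjusted p = 5.33e-25 and 9.27e-14, fry 0.00273 and 0.00725) and -0.59 and -0.48 in RS (camera 5.2e-17 and 1.43e-20, fry 0.0374 and 0.00615), with the same sign under every scaling alternative. 4 of the M04 genes and 2 of the M10 genes are in another list.

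**Figure D1:**
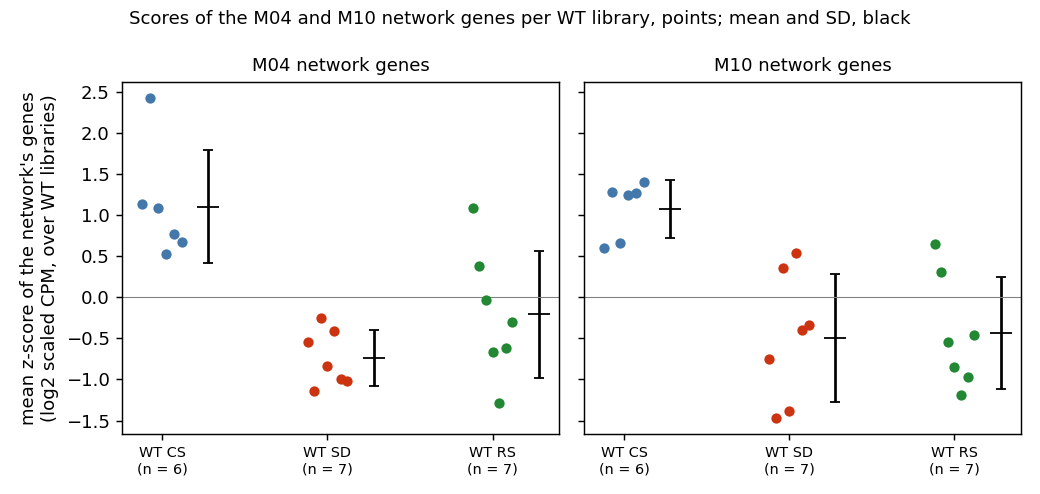
Score of the M04 and M10 networks (mean z score, vertical axis) in each WT library in CS, SD and RS, with points for libraries and bars for the mean ± SD. The M04 scores of CS lie between 0.529 and 2.43 and those of SD between -1.14 and -0.25, and the M10 scores of CS between 0.605 and 1.40.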

### The role of MEF2C in the transcriptomic response to sleep loss

An association of MEF2C target genes was observed by comparing the CS to SD DEGs; we found enrichment for DEGs in Mef2c-cKO*^Emx1^* compared to WT cortex involved in regulating synaptic strength (Figure 1E,G, Supplementary file 3). Additionally, modules of correlated gene expression across sleep conditions showed a similar enrichment of putative MEF2C targets, pattern of expression and GO as the DEGs across sleep conditions (Figure 2A, Supplementary file 5).

To better understand the role of MEF2C across sleep conditions, we examined a conditional knockout mouse using a Cre-loxP system. 

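Frontal cortex RNA was sequenced in the same way from *Mef2c* f/f mice, in which loxP sites flank an exon of *Mef2c* (4 CS and 3 SD). It was also sequenced from Mef2c-cKO mice, in which Cre recombinase from the Camk2a promoter deletes that exon (3 CS and 3 SD). The paper reports germline recombination in all Mef2c-cKO CS samples but 1. It states that a reduced dose of *Mef2c* in all cell types during development may contribute to expression in Mef2c-cKO mice. Reads per library had a median of 35551861 (18935045 to 40576940) in *Mef2c* f/f CS, 47999305 (35010033 to 52918796) in *Mef2c* f/f SD, 37238643 (34597589 to 38312401) in Mef2c-cKO CS and 29639972 (29593825 to 94678945) in Mef2c-cKO SD, fewer than in most WT libraries. The listed genes of each of these 13 libraries summed to 1000000 CPM, unlike those of the WT libraries. 494 genes were at 0 in all 13 and had a CPM of at least 1 in all 20 WT libraries, and 5 genes showed the opposite. The processing and the tests were those used for the WT libraries, and the interaction of genotype with sleep condition was tested as a term of the same kind of model, at an adjusted p of at most 0.05 with no fold threshold. The rescaling factors averaged 1.04 ± 0.0380 (SD, n = 4) in *Mef2c* f/f CS, 1.04 ± 0.0158 (n = 3) in *Mef2c* f/f SD, 1.11 ± 0.0260 (n = 3) in Mef2c-cKO CS and 1.10 ± 0.000959 (n = 3) in Mef2c-cKO SD. With 3 libraries against 3, a two-sided exact test of 1 value cannot give a p under 0.1.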

We crossed a *Mef2c*^f/f^ mouse line (Arnold et al., 2007; Zang et al., 2013) with a transgenic *Camk2a-Cre* line and examined these Mef2c-cKO*^Camk2a-Cre^* mice (see Materials and methods for details) for their response to sleep loss. *Mef2c*^f/f^ mice (see Materials and methods for comparisons to WT DEGs in response to SD) had 767 DEGs within 12,403 total expressed genes from CS (n=4) to SD (n=3); whereas, strikingly, the Mef2c-cKO*^Camk2a-Cre^* mice had only 36 DEGs within 12,620 total expressed genes in CS (n=3) to SD (n=3; Figure 3A, B, C). Both the *Mef2c*^f/f^ and the Mef2c-cKO*^Camk2a-Cre^* genotypes expressed similar numbers of FC genes as the WT, using a CPM ≥1.0, but the responses of Mef2c-cKO*^Camk2a-Cre^* to sleep conditions were attenuated to ~7% of the *Mef2c*^f/f^ responses, indicating the essential role of *Mef2c* in the transcriptome response to sleep loss.

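In *Mef2c* f/f mice, 12410 genes were tested from CS to SD and 5 were DEGs, with adjusted p between 0.0441 and 0.0486 (limma). *Ccnd1*, on chromosome 7 from 144929931 to 144939925, rose from 23.6 ± 0.610 (SD, n = 4) to 37.3 ± 2.14 (n = 3) rescaled CPM, a log2 fold change of 0.65. *Gadd45a* rose from 2.95 ± 0.377 to 6.34 ± 0.355 (log2 fold change 0.99) and *Trib2* from 30.3 ± 2.93 to 51.7 ± 5.15 (0.76), while *Zfyve28* fell from 151 ± 11.6 to 90.6 ± 2.55 (-0.73) and *L3mbtl1* from 22.8 ± 0.419 to 14.9 ± 0.628 rescaled CPM (-0.60). An unadjusted p of at most 0.05 was found for 2111 genes, against 620 expected by chance, and the groups did not overlap for 2163 genes (17.4%, where chance gives 5.71%). The count was 590 without CS replicate 1 and 3 without CS replicate 4, and the other 5 fits that each left out 1 library gave 0 DEGs, with 1235 to 1823 genes at an unadjusted p of at most 0.05. In Mef2c-cKO mice, 12810 genes were tested and 3 were DEGs, all higher in SD. *Cep295*, on chromosome 9 from 15316915 to 15357788, rose from 70.7 ± 5.03 (SD, n = 3) to 266.0 ± 12.9 (n = 3) rescaled CPM, a log2 fold change of 1.91 (standard error 0.08, adjusted p = 0.000617, limma). *Myo3a* rose from 60.7 ± 3.13 to 175 ± 19.7 (log2 fold change 1.51, adjusted p = 0.00719, limma) and *Fbxo8* from 35.4 ± 1.53 to 85.2 ± 11.3 rescaled CPM (1.25, adjusted p = 0.0297, limma). There were 391 genes at an unadjusted p of at most 0.05, fewer than the 640 expected by chance, and 1159 genes (9.05%) whose groups did not overlap, where chance gives 10%. The count was 1 without CS replicate 7 or SD replicate 5 and 2 without CS replicate 8, SD replicate 6 or SD replicate 7. *Cep295* was called in each of the 6 fits, *Myo3a* not without CS replicate 7, SD replicate 5 or SD replicate 6, and *Fbxo8* only without SD replicate 6 and with all libraries. The alternative that moved both counts most was limma with array quality weights, with 1750 DEGs in *Mef2c* f/f and 291 in Mef2c-cKO mice. No gene was a DEG in both genotypes, and the log2 fold changes had a Spearman rho of 0.06 across 12360 genes, which are not independent replicates. With array quality weights 67 genes were DEGs in both, 52 of them in the same direction, and rho was 0.255.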

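A CPM of at least 1 was found for 12544 ± 26.9 genes (SD, n = 4) in *Mef2c* f/f CS, 12531 ± 30.7 (n = 3) in *Mef2c* f/f SD, 12966 ± 145 (n = 3) in Mef2c-cKO CS and 12958 ± 30.2 (n = 3) in Mef2c-cKO SD. Numbers of DEGs in 2 genotypes do not test whether the responses differ, so the interaction of genotype with sleep condition was tested in 12860 genes. It had an adjusted p of at most 0.05 for 1 gene, *Cep295*, whose log2 fold change from CS to SD was greater by 1.91 in Mef2c-cKO than in *Mef2c* f/f mice (adjusted p = 3.49e-06, limma). An unadjusted p of at most 0.05 was found for 1005 genes, against 643 expected by chance. The number of genes was 2 without Mef2c-cKO CS replicate 7, Mef2c-cKO CS replicate 8, Mef2c-cKO SD replicate 5 or *Mef2c* f/f CS replicate 3, and 1 in the other fits that each left out 1 library. With array quality weights it was 315. From the lower number of DEGs in Mef2c-cKO than in *Mef2c* f/f mice, the paper concludes that *Mef2c* is essential for the transcriptome response to sleep loss.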

**Figure 3.**
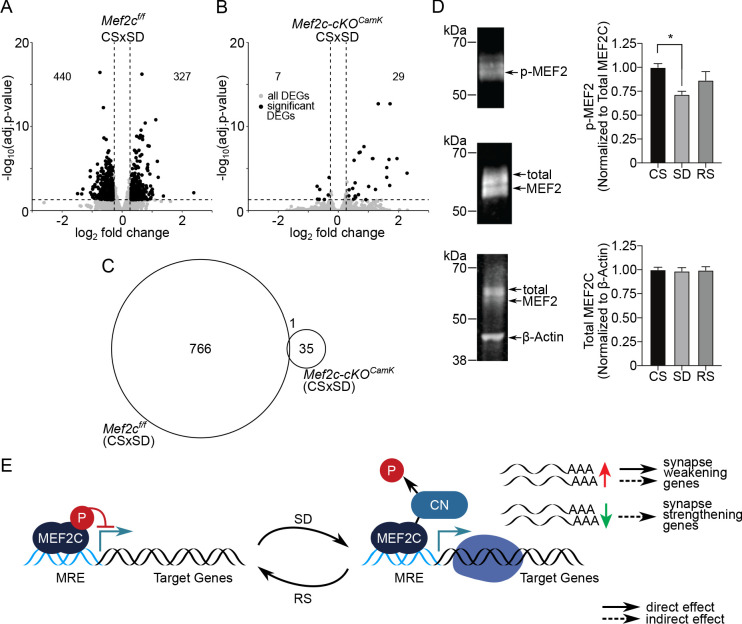
MEF2C, its de-phosphorylation and essential role in sleep-loss-mediated differential gene expression. (**A**) Volcano plot showing the DEGs identified for *Mef2c*^f/f^ and another, (**B**) for Mef2c-cKO*^Camk2a-Cre^* between CS to SD sleep condition. DEGs (adj. P-val <= 0.05; absolute log_2_(change) => 0.3) are indicated by black dots. (**C**) A Venn diagram showing overlap between DEGs for *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* between CS and SD sleep states. (**D**) Immunoprecipitation of MEF2C to detect MEF2C, Phospho-S396 MEF2C Phospho-S396 and total MEF2C for each sleep condition. Phospho-MEF2 (top blot) re-labeled from immunoprecipitation of total MEF2C (middle blot) was quantified and normalized to total MEF2C signal for each sample (n = 4 samples/condition). Total MEF2C from total cell lysate was quantified and normalized to B-actin (bottom blot). Data reported as mean +/- SEM. Statistical significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (interaction = p < 0.05, post-hoc test comparing CS to SD *=p < 0.05). (**E**) Model showing role of de-phosphorylated, activated MEF2C, increased relative to total MEF2C by loss of sleep and leading to synapse remodeling. MRE = Mef2 response element, CN = calcineurin.

Although the observed attenuation of *Mef2c*^f/f^ mouse DEGs from CS to SD induced by the conditional loss of *Mef2c* is striking, it is of note that the number of CS to SD DEGs comparing WT to *Mef2c*^f/f^ also shows some attenuation. 

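The interaction of genotype with sleep condition between WT and *Mef2c* f/f mice was tested in 13106 genes, of which 1983 had an adjusted p of at most 0.05 (limma). For 1225 the change from CS to SD was more positive in *Mef2c* f/f mice and for 758 more negative. An unadjusted p of at most 0.05 was found for 5248 genes, against 655 expected by chance. *Homer1* is an example chosen after its values were seen, with a log2 fold change of 0.89 in *Mef2c* f/f mice against -0.30 in WT mice and an interaction of 1.19 (adjusted p = 0.0154). All *Mef2c* f/f libraries listed 553 of the tested genes at 0, and 76 of the 1983 are among these. After removal of trends on GC content and transcript length, 225 genes had one, and 172 of these had one before. Among genes above 0 in every compared library, an alternative chosen after the data had been seen, there were 1885. With the replicate number of the labels as a block within genotype there were 0, and 3498 genes had an unadjusted p of at most 0.05. Single libraries decided the size of the count, which was 23 without *Mef2c* f/f SD replicate 3, 92 without *Mef2c* f/f SD replicate 1, 172 without *Mef2c* f/f CS replicate 4 and 274 without *Mef2c* f/f CS replicate 2. It was 866 without *Mef2c* f/f SD replicate 2, 876, 944 and 1211 without WT SD replicates 8, 9 and 4, 947 without WT CS replicate 3, and 3143 and 3300 without WT CS replicates 5 and 6.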

We further investigated the differences between WT and *Mef2c*^f/f^ DEGs by down-sampling and permutation of the WT samples so that the numbers of observations between the two cohorts was comparable (CS (n = 4) and SD (n = 3)). 

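In 100 random draws of 4 CS and 3 SD libraries from the WT mice, the number of DEGs under limma had a median of 772 and went from 0 to 6480. There were 22 draws with 0 DEGs, and the number of genes at an unadjusted p of at most 0.05 had a median of 4611.5 over all draws (1576 to 7828). In 31 draws there were no more DEGs than the 5 of the *Mef2c* f/f mice, and in 2 no more genes at an unadjusted p of at most 0.05. With DESeq2, the paper's tool, the median was 2697.5 (281 to 7184), and 3 draws had no more than the 466 DEGs that DESeq2 called in *Mef2c* f/f mice.

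**Figure D2:**
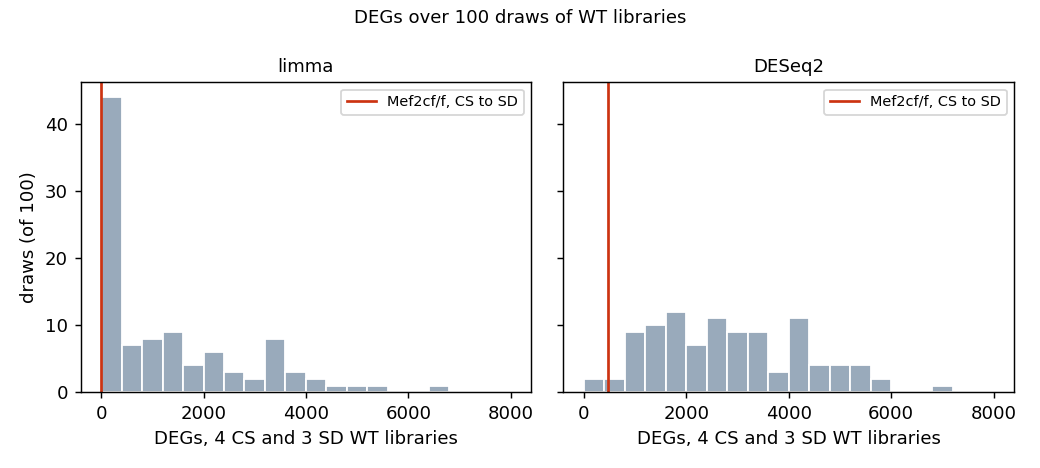
Histograms of the number of DEGs (horizontal axis) over 100 draws of 4 CS and 3 SD WT libraries (vertical axis, draws), for limma and for DESeq2. A red line marks the count in *Mef2c* f/f mice, 5 with limma and 466 with DESeq2, and 31 and 3 draws lie at or under it.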

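The residual SD of log2 values within groups had a median over 12217 genes of 0.22 in the WT libraries of CS and SD and 0.15 in those of *Mef2c* f/f mice, and of 0.14 in Mef2c-cKO mice. The median ratio of *Mef2c* f/f to WT was 0.651 (jackknife standard error 0.188), and it stayed between 0.557 and 0.768 with each of 20 libraries left out in turn. For 20.3% of the genes the residual SD was larger in *Mef2c* f/f than in WT mice.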

We observed increased variability in gene expression and such increased variability can lead to decreased number of observed DEGs (Supplementary file 9). However, the decrease due solely to increased variability does not appear of sufficient magnitude to fully account for the difference between WT and *Mef2c*^f/f^ mice.

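The WT reads were also thinned to 37883348 per library, the median total of the *Mef2c* f/f libraries. This gave 5740 DEGs from CS to SD in WT mice, 3113 higher and 2627 lower, or 98.5% of the count at full depth, and 5534 of them were also called there. In the draws of 4 CS and 3 SD WT libraries, correction for GC content and transcript length, chosen after the data had been seen, gave a median of 219 DEGs (0 to 4072), with 11 draws at 0, and 42 of 100 draws had no more than the 115 DEGs of *Mef2c* f/f mice under the same correction.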

A potential contributing factor could result from an effect of the LoxP insertions on MEF2C expression. However, an assessment of the specific genomic expression showed only minor variability in exon expression between WT, *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* samples with only the expected specific reduction of the floxed exon in Mef2c-cKO*^Camk2a-Cre^* mice (Figure 4).

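The counts are of whole genes, so the use of single exons was not analysed here. *Mef2c* lies on chromosome 13 from 83504034 to 83667080. Its expression was 1431 ± 323 rescaled CPM (SD, n = 6) in WT CS, 815 ± 112 (n = 7) in WT SD, 924 ± 194 (n = 7) in WT RS, 1147 ± 67.3 (n = 4) in *Mef2c* f/f CS and 1263 ± 136 (n = 3) in *Mef2c* f/f SD. In the libraries labelled Mef2c-cKO it was 1431 ± 415 (n = 3) in CS and 1311 ± 192 (n = 3) in SD. The log2 difference of Mef2c-cKO from *Mef2c* f/f mice in CS was 0.27 (two-sided exact permutation test, p = 0.286 over 35 splits), and 0.50, a DEG, with array quality weights. In WT mice *Mef2c* had a log2 fold change of -0.80 from CS to SD (exact p = 0.000583) and -0.63 from CS to RS (exact p = 0.00291), and both were DEGs under limma, but with quantile normalization (-0.29 and -0.27) neither was. From SD to RS it was 0.16 (exact p = 0.259). From CS to SD the log2 fold change was 0.14 in *Mef2c* f/f mice (exact p = 0.2) and -0.09 in Mef2c-cKO mice (exact p = 0.8, where the smallest possible is 0.1), which had a positive sign without CS replicate 7 (0.02), CS replicate 8 (0.07) or SD replicate 6 (0.02).

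**Figure D3:**
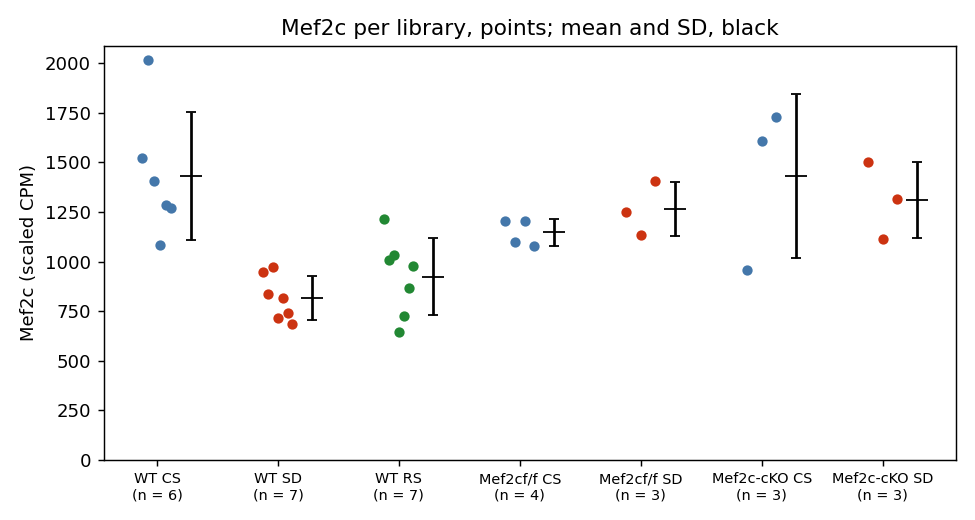
*Mef2c* (rescaled CPM, vertical axis) in each of the 33 libraries, by genotype and sleep condition, with points for libraries and bars for the mean ± SD. The means lie between 815 in WT SD and 1431 in WT CS and in CS of Mef2c-cKO mice.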

**Figure 4.**
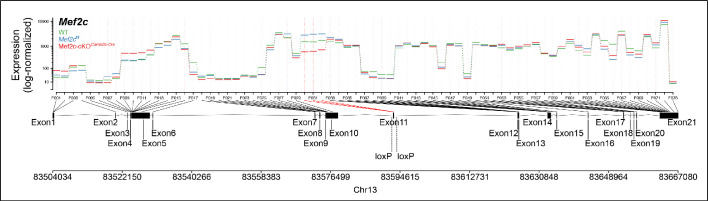
Differential exon usage analysis showing minor variability in exon expression between WT, *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* samples, also indicating specific reduction of floxed exon in Mef2c-cKO*^Camk2a-Cre^*.

Another potential source of difference is from small differences in gene expression due to genetic background. The *Mef2c*^f/f^ line employed in this study has been employed in several other studies of its role in synaptic function (Barbosa et al., 2008; Harrington et al., 2016; Rajkovich et al., 2017), but this does not rule out differences in transcriptional expression due to genetic background. While the *Mef2c*^f/f^ mice were backcrossed to the same genetic background of the WT mice for five generations, there could still be variability in gene expression due to incomplete congenicity and/or epigenetic variability. Interestingly, an examination of the overlapping DEGs comparing CS to SD from WT and *Mef2c*^f/f^ mice used in this study (Supplementary file 10, Tab ‘Overlap’), shows a gene ontology represented by genes controlling synaptic function (Supplementary file 10, Tab ‘Gene Ontology), indicating that sleep-condition regulation of synaptic genes is maintained between the two genotypes. Furthermore, the synaptic and EEG phenotypes of these genotypes across sleep conditions are indistinguishable as shown below (Figure 6—figure supplement 1 and Figure 5).

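From CS to SD, 2 genes, *Ccnd1* and *Trib2*, were DEGs in both WT and *Mef2c* f/f mice, and both were higher in SD. The log2 fold changes of the 2 genotypes had a Spearman rho of -0.06 across 12217 genes, and of 0.23 after correction for GC content and transcript length, where genes are not independent replicates. After that correction 30 DEGs were shared, and 27 of these (90%) had the same direction. With array quality weights 856 were shared and 335 (39.1%) had the same direction, and with DESeq2 165 and 113 (68.5%). The paper's own overlap list holds 308 genes that could be matched, and the log2 fold changes computed here had the same direction in both genotypes for 186 of them (60.4%), 99 higher and 87 lower in SD, and opposite directions for 122. Across these genes rho was 0.21. In Mef2c-cKO mice, 184 of the 308 genes (59.7%) moved in the direction seen in *Mef2c* f/f mice. The list of synaptic genes that fell in WT mice did not shift in *Mef2c* f/f mice, with a median log2 fold change of -0.02 (28 of 60 up, 0 DEGs, 3 adjusted over the list alone, camera adjusted p = 0.944, fry 0.977), and a positive sign with array quality weights (0.0050). The M04 network had 0.0052 there (28 of 52 up, camera 0.460, fry 0.952), with a negative sign after correction for GC content (-0.05) and with DESeq2 (-0.00083), and passed under camera with array quality weights (0.10, adjusted p = 0.00649). The M10 network was lower under camera alone (-0.13, 4 of 44 up, camera 0.000121, fry 0.435). The difference of these lists between WT and *Mef2c* f/f mice was not tested.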

**Figure 5.**
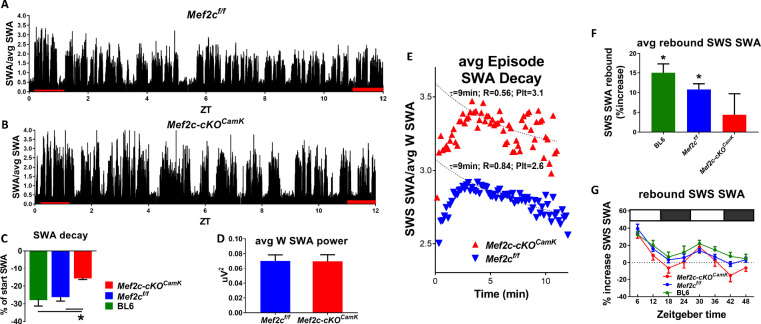
Loss of Mef2c increases sleep need and decreases its resolution. (**A**) SWA power (normalized to average SWA power over 24 hr) declines over the light phase as shown in a Mef2c^f/f^ mouse. (**B**) The decline is less apparent in an example from a Mef2c-cKO^Camk2a-Cre^ mouse. (**C**) Pooled data (Mef2c^f/f^, n = 6; Mef2c-cKO^Camk2a-Cre^, n = 11; C57BL/6, n = 6) SWA power decay over the light phase for WT (BL/6), Mef2c^f/f^ and Mef2c-cKO^Camk2a-Cre^. (**D**) The average waking SWA power in 24 hr is similar for Mef2c-cKO^Camk2a-Cre^ and Mef2c^f/f^ and is used as a normalizing factor to assess averaged SWS episode power. (**E**) SWS-SWA power over time from an average of SWS episodes aligned from the time of transition from waking to SWS, set to t = 0. The time constant of decay, τ = 8.4 min, was calculated by best fit of the decay of power for the Mef2c^f/f^ but the decay fit was indeterminate for Mef2c-cKO^Camk2a-Cre^ (see Materials and methods section for details). By setting τ = 8.4 min, a best fit to single exponential decay provided a plateau value (minimal value), an extrapolated peak value and an indication of goodness of fit in comparison to Mef2c^f/f^. The SWS-SWA power for Mef2c-cKO^Camk2a-Cre^ mice is greater than Mef2c^f/f^ as determined by the plateau value (Plt) and the peak value. The quality of the fit is reduced as indicated by the R^2^ value. (**F**) The average SWS-SWA power of each genotype following repeated, regular bouts of 4 hr SD, was significantly increased compared to SWS-SWA power under baseline conditions. Mef2c-cKO^Camk2a-Cre^ mice failed to show this rebound response to sleep loss. (**G**) The time course of rebound across the 8 × 4 hr SD periods indicates that the lack of rebound in Mef2c-cKO^Camk2a-Cre^ is particularly prominent during the dark phase.

**Figure 5—figure supplement 1.**
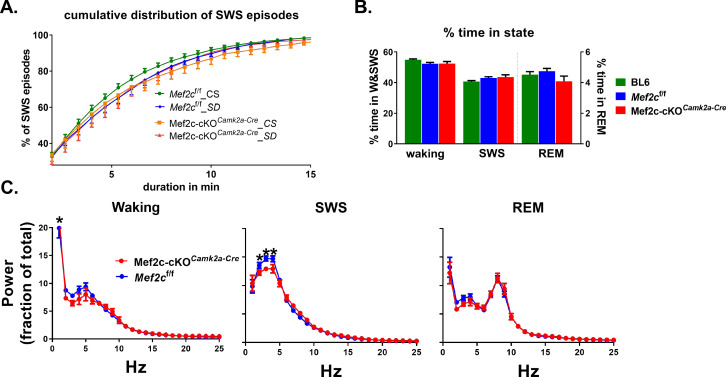
Loss of Mef2c does not influence sleep/waking time, but modestly alters spectral power distribution across states. (**A**) A cumulative histogram of SWS episode durations shows a shift to the right for *Mef2c*^f/f^ from CS to SD condition indicative of increased need for sleep. For Mef2c-cKO*^Camk2a-Cre^* the SD induced rightward shift is occluded, suggesting high sleep need in CS condition. (**B**) Time in waking, SWS, and REM (right axis) as a percent of total time is unchanged by loss of *Mef2c*. (**C**) Spectral power distribution is modulated by loss of MEF2C function. During waking, relative power in Mef2c-cKO*^Camk2a-Cre^* mice is shifted to the slower delta range frequencies compared to *Mef2c*^f/f^ mice; during SWS, power in the delta range is decreased with loss of MEF2C function; during REM the power distribution is unaffected by genotype. Significant group by frequency differences are indicated by * for *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* groups.

MEF2 transcriptional activity is increased upon activity-dependent dephosphorylation of S396 (Flavell et al., 2006). Expression of a constitutively-active form of MEFC (MEF2C-VP16) is sufficient to reduce cortical excitatory synapses (Harrington et al., 2016), mimicking reduction of excitatory synaptic strength previously reported in response to recovery sleep (Liu et al., 2010). This led to our speculation that sleep loss might decrease MEF2C phosphorylation at S396. Using a phosphorylation site-specific antibody (Flavell et al., 2006), we examined the MEF2C phosphorylation status in FC under three sleep conditions (i.e. CS, SD and RS). We found that compared to CS, SD produced a significant reduction of MEF2C P-S396 (Figure 3D), consistent with an increase in MEF2C activity during SD, but without altering total MEF2C protein levels (Figure 3D). In contrast, RS did not significantly alter MEF2C P-S396 levels (Figure 3D), suggesting that SD triggers signaling events to transiently activate MEF2C-dependent transcription and promote the weakening and/or elimination of excitatory synapses.

As noted above (Figure 1E), CS to SD and RS downregulated DEGs were enriched for genes that were downregulated in an earlier study comparing WT to Mef2c-cKO*^Emx1^* in control conditions (Harrington et al., 2016). Similarly, the upregulated genes from CS to SD and RS are enriched for up-regulated WT to Mef2c-cKO*^Camk2a-Cre^* genes. In other words, the DEGs of Mef2c-cKO*^Camk2a-Cre^* (compared to WT) in control conditions are similar to the DEGs of CS to SD in WT mice. However, in the Mef2c-cKO*^Camk2a-Cre^* used in our study, there is little response to SD (Figure 3B,C), rather the DEGs of the WT sleep loss response are now differentially expressed in CS conditions in Mef2c-cKO*^Camk2a-Cre^* mice, potentially, a compensatory response, no longer responsive to sleep loss.

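Of the DEGs from CS to SD in WT mice, 5507 were tested in CS between Mef2c-cKO and *Mef2c* f/f mice, and 455 (8.26%) were DEGs there. Among the 7174 other genes of that comparison, 518 (7.22%) were DEGs. The difference between Mef2c-cKO and *Mef2c* f/f mice had the direction of the change from CS to SD in WT mice for 413 of the 455 (90.8%), 156 higher and 257 lower. The log2 fold changes of the 2 comparisons, which share no library, had a Spearman rho of 0.304 across 12285 genes, which are not independent replicates. Both also fell with the span of the gene on the chromosome. Their rho with it was -0.556 from CS to SD in WT mice and -0.373 between Mef2c-cKO and *Mef2c* f/f mice in CS. No correction for gene span was made, so the shared direction was not separated from that trend. The M04 and M10 networks and the synaptic genes were lower in Mef2c-cKO mice in CS, with median log2 differences of -0.29 (camera adjusted p = 1.99e-10, fry 0.101), -0.48 (5.04e-16 and 0.0378) and -0.25 (2.16e-07 and 0.0378), adjusted over 17 lists, so that M04 passed under camera alone. Other splits of the 7 libraries leave chance open for M04 and the synaptic genes, whose medians shifted as far in 2 of 35 splits each, and not for M10, with 1 of 35, the real split. With array quality weights 1688 WT DEGs were called and 1341 (79.4%) had the same direction.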

### The role of *Mef2c* in the synaptic response to sleep loss

Based on our transcriptome analyses, SD and RS induced many DEGs affecting synaptic strength and synaptic cellular components that required the MEF2C transcription factor (Figures 1, 2 and 3). MEF2C can regulate forebrain excitatory synapse strength of pyramidal neurons by decreasing synaptic density (Harrington et al., 2016) and frequency (Flavell et al., 2006). Down-scaling of cortical synaptic strength is associated with sleep (de Vivo et al., 2017; Diering et al., 2017). Previous observations indicate that acute loss of sleep is associated with increased miniature excitatory post-synaptic (mEPSC) frequency and amplitude and that recovery sleep reverses these changes in cortical neurons recorded from C57BL/6 mouse FC (Liu et al., 2010). However, neither the involvement of changes in probability of release nor changes in active excitatory synapse number and the role of *Mef2c* have been previously considered.

To directly examine sleep-associated changes in synaptic strength, the same conditions as employed for the transcription analyses (i.e. CS, SD, RS) were applied to *Mef2c*^f/f^ male mice. Acute ex vivo slices of FC were prepared from these mice at ZT = 6 hr, for whole cell voltage-clamp recordings from layer 2–3 pyramidal neurons. Because sleep-loss is associated with an increased extracellular concentration of adenosine throughout the forebrain (Porkka-Heiskanen et al., 2000; Porkka-Heiskanen et al., 1997) which decreases glutamatergic mEPSC frequency and amplitude (Brambilla et al., 2005; Scanziani et al., 1992), all recordings were made in the presence of adenosine receptor 1 and 2 blockade (cyclopentyl-theophyline, 1 μM).

As expected, we observed an increase of mEPSC frequency and amplitude after SD and the recovery to CS-levels in RS condition in the WT and *Mef2c*^f/f^ mice (Figure 6A–F; Figure 6—figure supplement 1; Supplementary file 6).

**Figure 6.**
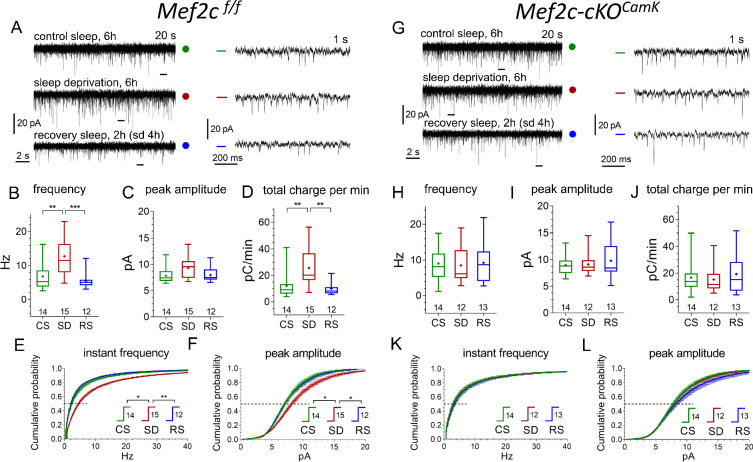
Conditional Mef2c knock-out in forebrain excitatory neurons eliminates sleep/wake remodeling of synaptic excitatory inputs to pyramidal neurons in anterior cingulate cortex slices. (**A, G**) Representative recordings of miniature excitatory postsynaptic current (mEPSC) traces (20 s, left panels, and expanded 1 s traces on the right corresponding to time bars underneath original traces) obtained for three different experimental sleep/wake conditions, CS (green), SD (red), and RS (blue), for *Mef2c*^f/f^ mice (**A**) and Mef2c-cKO*^Camk2a-Cre^* mice (**G**). (**B,C,D**) and (**H,I,J**) illustrate mEPSC functional parameters obtained from *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* (number of cells for each condition shown above X axis condition label; also see Figure 6—figure supplement 1 for comparison to WT). Averaged cumulative probability histograms for instant frequency and peak amplitude show increased frequency and amplitude with SD compared to CS or RS for *Mef2c*^f/f^ (**E, F**) but not for Mef2c-cKO*^Camk2a-Cre^* mice (**K, L**). See Materials and methods and Supplementary file 6 for details and statistics.

**Figure 6—figure supplement 1.**
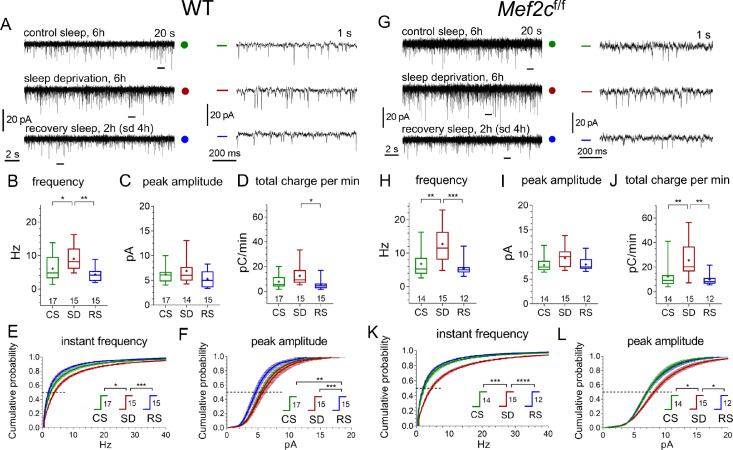
Similar responses of WT and *Mef2c*^f/f^ mEPSCs to SD and RS conditions. (**A, G**) Representative recordings of miniature excitatory postsynaptic current (mEPSC) traces (20 s, left panels, and expanded 1 s traces on the right corresponding to time bars underneath original traces) obtained for three different experimental sleep/wake conditions, CS (green), SD (red), and RS (blue), for WT mice (**A**) and *Mef2c*^f/f^ mice (**G**). (**B,C,D**) and (**H,I,J**) illustrate mEPSC functional parameters obtained from WT and *Mef2c*^f/f^number of cells for each condition shown above X axis condition label. Averaged cumulative probability histograms for instant frequency and peak amplitude show increased frequency and amplitude with SD compared to CS or RS for WT (**E, F**) and *Mef2c*^f/f^ mice (**K, L**).

To determine if the SD-induced increase in mEPSC frequency was caused by an increased presynaptic release probability or an increase in synapse number, we examined the paired-pulse (P_2_/P_1_) ratio from CS to SD and RS (Figure 7A,B).

**Figure 7.**
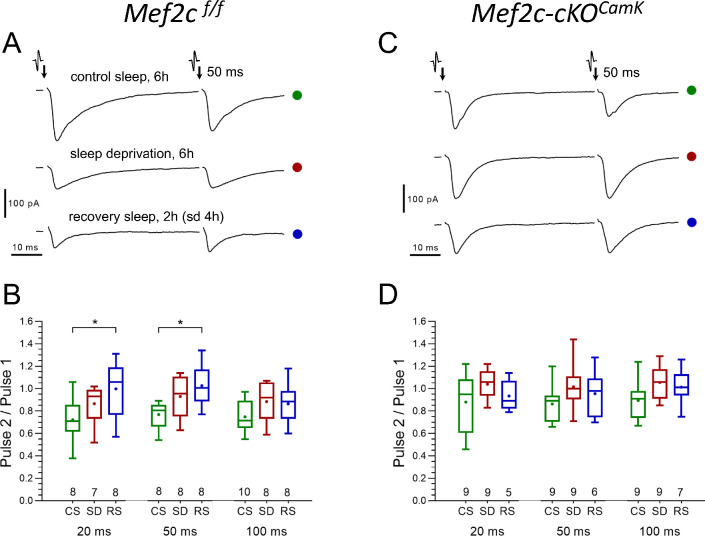
No significant differences in presynaptic glutamate release probability between CS and SD are found in either control or Mef2c-cKO*^Camk2a-Cre^* mice. (**A and C**) Representative paired-pulse recordings of excitatory postsynaptic currents (evoked EPSC) evoked in layer 2/3 pyramidal neurons by two brief electrical stimulations of axon terminals in layer I, 50 ms interval, obtained for three different experimental sleep/wake conditions (CS, SD, RS) imposed on *Mef2c*^f/f^ mice (**A**) and Mef2c-cKO*^Camk2a-Cre^* mice (**C**), respectively. The probability of presynaptic release (P_release_), is inversely proportional to the ratio of EPSC amplitudes (1/P_release_ ~ P_2_/P_1_); The P_2_/P_1_ ratio, obtained for three different experimental sleep/wake conditions (CS, SD, RS) and calculated separately for three different inter-pulse intervals (20, 50 and 100 ms), in *Mef2c*^f/f^ (**B**) vs. Mef2c-cKO*^Camk2a-Cre^* mice (**D**). The plots (see Materials and methods, numbers of experiments for each sleep/wake conditions shown underneath boxes), show no significant differences between CS and SD conditions in either control or in Mef2c-cKO*^Camk2a-Cre^* mice.

The P_2_/P_1_ ratio tended toward an increase from CS to SD condition (this is consistent with a decreased probability of release), suggesting that the SD-associated increase in mEPSC frequency resulted from an increased number of active synapses. However, for CS to RS, the observed significant increase in P_2_ to P_1_ ratio and the normalization of mEPSC frequency after RS is due to either a decrease in release probability, a decrease in active synapse number or both.

In Mef2c-cKO*^Camk2a-Cre^* mice, mEPSC frequency and amplitude was greater than in *Mef2c*^f/f^ in CS condition. Consistent with the lack of change in the Mef2c-cKO*^Camk2a-Cre^* transcriptome, a significant change in frequency and mEPSC amplitude in response to SD and RS sleep conditions was absent (Figure 6G–L, Supplementary file 7). Finally, as expected from the absence of SD or RS induced effects on mEPSCs, the Mef2c-cKO*^Camk2a-Cre^* mice had no change in P_2_/P_1_ ratio across sleep conditions (Figure 7C,D). These observations support a necessary role for *Mef2c* in SD and RS associated changes in synaptic strength for FC layer 2/3 excitatory neurotransmission.

### The role of *Mef2c* in the generation and resolution of sleep need

Sleep need, inferred from the duration of time in waking without sleep (Borbély, 1982; Franken et al., 2001), is directly correlated with the ensuing SWS-SWA power calculated from surface EEG recorded from control *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* mice. In WT and *Mef2c*^f/f^ mice, SWS-SWA is greatest at the start of the sleep phase and resolves over the sleep phase course as the mice spend time in SWS (ZT 0–12 hr; Figure 5A,C,E). In contrast, Mef2c-cKO*^Camk2a-Cre^* mice express, for their averaged SWS-SWA episodes, higher SWA (Figure 5E) that fails to normally resolve over the course of the sleep phase (Figure 5B,C). Another indicator of increased sleep need is increased consolidation of SWS as suggested by a rightward shift in the cumulative histogram of SWS episode duration going from CS to SD conditions (Bjorness et al., 2016), which is occluded in Mef2c-cKO*^Camk2a-Cre^* mice (Figure 5—figure supplement 1A).

With respect to arousal-state duration (waking vs SWS vs REM), Mef2c-cKO*^Camk2a-Cre^* mice had no apparent significant differences and there were minimal differences in the power distribution across the frequency spectrum (Figure 5—figure supplement 1B,C). In response to SD, the Mef2c-cKO*^Camk2a-Cre^* mice show an attenuated or absent rebound of SWS-SWA (Figure 5F,G). These observations suggest that a loss of MEF2C function both increases the need for sleep and attenuates its resolution during SWS.

Since MEF2C Haploinsufficiency Syndrome (MCHS) in humans is associated with sleep-disruption (Harrington et al., 2020; Paciorkowski et al., 2013), we examined constitutive gene dosage on SWS-SWA power of a global *Mef2c* heterozygous gene-deletion mouse model (*Mef2c^+/-^*) of MCHS under CS and SD conditions (Figure 8).

**Figure 8.**
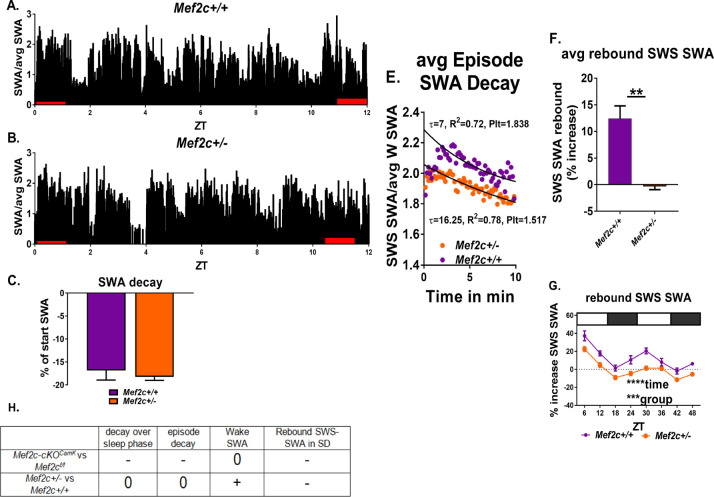
*Mef2c^+/-^* mice resolve sleep need in undisturbed conditions but lack a rebound increase of SWS-SWA power in response to sleep loss. (**A,B**) Average SWA power per 10 s epoch decreases during the sleep phase (ZT = 0 to 12 hr) to the same extent for *Mef2c^+/+^* (n = 6) and *Mef2c^+/-^* (n = 6) mice (**C**). (**D**) Twenty-four hour average waking SWA power is greater for *Mef2c^+/-^* mice. (**E**) Decay of SWA power (normalized to the average 24 hr waking SWA) during an average SWS episode is preserved in the *Mef2c^+/-^* mice but with an increased τ, associated with increased sleep need. (**F, G**) Rebound increased SWS-SWA in response to SD is absent in *Mef2c^+/-^* mice. The SD was administered in repeated 6 hr cycles of 4 hr SD and 2 hr RS. (**H**) A table showing responses of Mef2c-cKO*^Camk2a-Cre^* and *Mef2c^+/-^* compared to their respective controls (see Figure 5).

**Figure 8—figure supplement 1.**
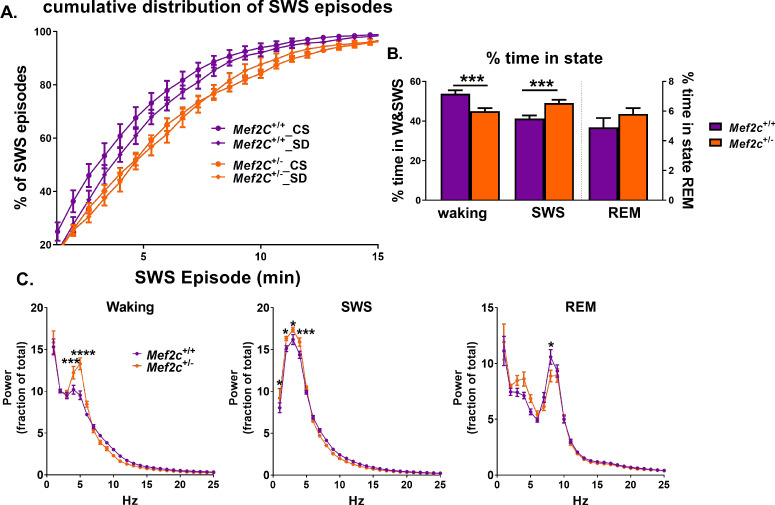
*Mef2c^+/-^* mice are similar to *Mef2c^+/+^* mice with respect to SD evoked increase in SWS episode consolidation. (**A**) A cumulative histogram SWS episode duration showing a generalized shift to the right of the episode duration evoked by SD for both *Mef2c^+/-^* and *Mef2c^+/+^* mice. (**B**) Histograms of relative time spent in waking, SWS or REM show *Mef2c^+/-^* mice have significantly less waking time and increased SWS time under baseline conditions. (**C**) The frequency/power distribution of the EEG shows that *Mef2c^+/-^* mice have relatively more fast delta and slow theta-range power during waking, more delta-range power during SWS, and more mid-theta-range power during REM, than their *Mef2c^+/+^* controls.

**Figure 8—figure supplement 2.**
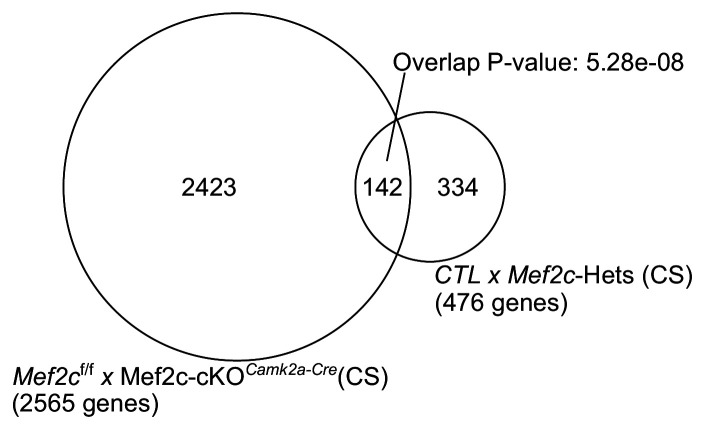
Total of 2565 differentially expressed genes across *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* under CS conditions. 476 differentially expressed genes from *Mef2c^+/-^* compared to *Mef2c^+/+^* at CS share a significant set of overlapping genes (142; P-value: 5.28e-08, Fisher’s exact test).

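In CS, 12681 genes were tested between Mef2c-cKO (n = 3) and *Mef2c* f/f mice (n = 4), and 973 were DEGs, 402 higher and 571 lower in Mef2c-cKO mice. With CPM as deposited the median log2 difference of all genes tested was 0.13, and after rescaling it was 0.03. An unadjusted p of at most 0.05 was found for 3557 genes, against 634 expected by chance, and the groups did not overlap for 3415 genes (26.9%, where chance gives 5.71%). Among DEGs whose groups did not overlap, the largest fitted log2 fold change was that of *Lrp3*, on chromosome 7 from 35200027 to 35215498. It averaged 6037 ± 343 rescaled CPM (SD, n = 3) in Mef2c-cKO and 40.5 ± 4.84 (n = 4) in *Mef2c* f/f mice. The log2 fold change was 7.21 (standard error 0.11, adjusted p = 2.39e-09, limma). *Tbx20* and *Olfr1510* had 0 reads in every *Mef2c* f/f CS library, which allows up to 0.097 rescaled CPM. Only a lower bound of the fold can then be given, which covers counting error alone. Against that limit *Tbx20* was at least 477-fold and *Olfr1510* at least 271-fold higher in Mef2c-cKO mice. *Asic5* had up to 2 reads in a *Mef2c* f/f CS library, so the limit for 0 reads does not apply to it. It averaged 32.4 rescaled CPM in Mef2c-cKO CS and 0.0258 in *Mef2c* f/f CS. *Entpd4* was at 0 in all Mef2c-cKO CS libraries, which allows up to 0.0735 rescaled CPM, and was at least 86.9-fold lower there than in *Mef2c* f/f mice. *Igfn1* (-2.55), *Hbb-bt* (-2.11) and *Mylk3* (-1.93) also had lower expression in Mef2c-cKO mice, as log2 fold changes. The alternative that moved the count most was limma with array quality weights, with 3402 DEGs. The count was 171 without Mef2c-cKO CS replicate 7, 175 without *Mef2c* f/f CS replicate 2, 543 without *Mef2c* f/f CS replicate 3, 544 without Mef2c-cKO CS replicate 5 and 611 without Mef2c-cKO CS replicate 8, and 718 and 875 in the other 2 fits that each left out 1 library.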

Under CS conditions, SWS-SWA power resolved across the sleep phase, unlike the Mef2c-cKO*^Camk2a-Cre^* mice, indicative of a resolution of sleep need. Similarly, *Mef2c^+/-^* mice showed resolution of sleep need over an average SWS episode, again, unlike Mef2c-cKO*^Camk2a-Cre^* mice; however, the rate of resolution (as indicated by the rate of decay of SWA in an average SWS episode) was slowed. On the other hand, SD did not induce the expected rebound SWS-SWA in *Mef2c^+/-^* mice similar to Mef2c-cKO*^Camk2a-Cre^* mice. Another similarity of *Mef2c^+/-^* mice with the Mef2c-cKO*^Camk2a-Cre^* mice is the apparent occlusion of the rightward shift in the cumulative histogram of SWS episode duration going from CS to SD conditions (Figure 8—figure supplement 1), associated with increased sleep need in WT mice (Bjorness et al., 2016). The *Mef2c^+/-^* mice are already shifted to the right compared to *Mef2c^+/+^* mice in both CS and SD conditions. Furthermore, the *Mef2c^+/-^* mice had an abnormal relative increase in waking SWA power (in the high delta/low theta range of 4–5 Hz; Figure 8—figure supplement 1).

By comparing differential gene expression under CS conditions in each of the *Mef2c* models, we found a significant overlap of genes changing in the *Mef2c^+/-^* and Mef2c-cKO*^Camk2a-Cre^* compared to their respective controls (142 overlapping genes; p-value=5.28e-08, Fisher’s exact test (Figure 8—figure supplement 2, Supplementary file 8)). The identified overlapping gene set can provide clues into the molecular mechanisms underlying a requisite *Mef2c* sufficiency. Moreover, the non-overlapping genes can reflect either developmental effects or non-neuronal effects present in the haploinsufficiency model, but absent in the Mef2c-cKO*^Camk2a-Cre^* mice. Taken together, these findings suggest constitutive loss of one *Mef2c* allele is sufficient to alter the normal response to sleep loss, but the loss appears to be at least partially compensated when spontaneous sleep remains undisturbed. More acute, complete loss of *Mef2c* function as with the Mef2c-cKO*^Camk2a-Cre^* mouse, even further disrupts the homeostatic sleep loss response.

## Discussion

Sleep-loss-induced genomic alterations are remarkably extensive, involving almost half of the expressed genome of the frontal cortex. 

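The DEGs from CS to SD in WT mice made up 45.1% of the genes tested. Without the fold threshold, 6593 genes had an adjusted p of at most 0.05 (limma). With no filter on low values, 5521 of 19189 genes were DEGs, and with a CPM of at least 5 required in every compared library, 4095 of 9544. After correction for GC content and transcript length, 2568 of 12443 were DEGs. With the replicate number of the labels as a block, a fit with less power, 287 of 12913 were, and 6177 had an unadjusted p of at most 0.05.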

About two thirds of the significant changes in gene expression observed in response to sleep deprivation were maintained when 2 hr of recovery sleep followed 4 hr of sleep loss indicating that direct recovery of sleep deprivation-induced transcriptional changes is delayed for at least the 2-hr observation time employed in this study. This result suggests additional post-transcriptional mechanisms are also key to sleep-loss molecular mechanisms as for example, in synaptosomes, the translation of DEGs to proteins is at least, in part, dependent on sleep (Noya et al., 2019) or, more generally, the sleep loss associated increase in phosphorylation of the proteome (Wang et al., 2018).

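Among the genes called from CS to SD and also tested in RS, the median ratio of the log2 fold change in RS to that in SD was 0.807, and 99.9% had the same sign in both. For 5210 of them (91.3%) the change in RS was the smaller of the 2. Since the genes were chosen for a large change in SD and both changes use the same CS libraries, these values were set against simulated groups, a test chosen after they had been seen. With the change fully kept in RS, at the joint mean of SD and RS, the median ratio was 0.984 over 100 draws (0.392 to 1.48), and it was as low as observed in 21 draws. With a full return to CS levels it was -0.02 (-0.69 to 0.527), as high as observed in 0 of 100 draws. A full return by the end of RS is thus argued against for the set, and a fully kept change is not. The SD mice lost 6 hr of sleep and the RS mice 4 hr, and no group was measured at the end of 4 hr of sleep loss.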

The transcriptional changes shared between CS to SD and CS to RS, included increased expression of genes involved in protein anabolism (including genes encoding ribosomal components and enzymes controlling their activity), protein catabolism and mobilization of energy resources (including genes encoding mitochondrial structural components and enzymes). These altered expression patterns are associated especially with non-neuronal brain tissue. In contrast, there is enrichment for decreased expression of genes primarily linked to neuronal cells, for the control of synaptic strength. These sleep condition associations relate protein and energy metabolism to neuronal synaptic strength in much the same way as the energy-related metabolite, adenosine, mediates a synaptic homeostasis of glutamate synaptic activity (Brambilla et al., 2005), which is part of a neuronal-glial circuit limiting glutamatergic activity. This circuit is an essential part of the CNS response to sleep loss (Bjorness et al., 2016; Bjorness et al., 2009; Brambilla et al., 2005; Greene et al., 2017). Because we conditionally deleted Mef2c in neurons induced by Camk2a-Cre expression and did not see large transcriptomic changes in neurons or non-neurons in response to SD, we can speculate that the observed changes in non-neuronal genes during SD were likely secondary to loss of Mef2c function that was restricted to neurons. A contributing factor to SD evoked secondary transcriptional changes in non-neuronal cells could result from Mef2c-dependent changes in SD evoked increases in excitatory synaptic strength that we observed along with its absence after neuronal loss of Mef2c. Adenosine, released in response to increased glutamatergic synaptic activity associated with SD and acting to decrease this same activity (Brambilla et al., 2005), affects non-neuronal cells through non-neuronal adenosine receptors and/or by affecting glial adenosine kinase (Bjorness et al., 2016; Greene et al., 2017). Accordingly, adenosine can be a molecular mediator (although not necessarily the only mediator) for these Mef2c-dependent secondary effects on the non-neuronal transcriptome.

We would also like to note that the design of our current study only examined gene expression changes after 2 hr of recovery sleep. It is possible that many genes require greater than 2 hr of recovery sleep before returning to baseline. Future studies that use additional longer time periods of recovery sleep can examine this possibility.

Coordination of the extensive change in transcriptome in response to loss of sleep requires the function of the transcription factor MEF2C, and sleep loss appears to increase MEF2C activity via the well-studied, calcium-dependent dephosphorylation of MEF2C in frontal cortex. The MEF2C-dependent, sleep loss, DEGs encode proteins modulating cellular and systemic functions. These same functions may also be expected to be affected by sleep loss in an MEF2C-depedent manner, and indeed, the normal reduction of synaptic strength and activity associated with recovery sleep (RS) is absent in the Mef2c-cKO*^Camk2a-Cre^* mice. Notably, in WT, there is an acute increase in synaptic activity and strength induced by prolonged waking (SD) that we observe in association with a downregulation of genes controlling synaptic strength (Figure 1, Figure 6). The SD, down-regulation of synaptic DEGs is presumably not translated during the prolonged waking time, but with recovery sleep, the effects become manifest. Nonetheless, the normal increase in synaptic activity resulting from prolonged waking is also absent in Mef2c-cKO*^Camk2a-Cre^* mice, indicating an abnormal synaptic response both to the acute loss of sleep and to recovery sleep in the absence of MEF2C function.

In a normal waking state, MEF2C may function mainly as a transcriptional repressor when phosphorylated at S396 (Harrington et al., 2016). With loss of *Mef2c*, MEF2C will no longer be available for activation of specific target genes resulting in both de-repression from decreased phosphorylated MEF2C and loss of facilitation of transcription by dephosphorylation of S396 of MEF2C. Many of the DEGs comparing CS to SD conditions in WT animals showed significant overlap with genes dysregulated in Mef2c-cKO*^Emx1^* mice. These same genes no longer show differential expression comparing CS to SD in Mef2c-cKO*^Camk2a-Cre^* mice in the present study, implicating an essential role in WT mice for MEF2C in sleep-condition-dependent transcriptome change. In Mef2c-cKO*^Emx1^* mice, similar widespread, abnormal gene expression is apparent, even in the absence of experimentally induced sleep loss. A portion of such widespread gene expression alterations may be in response or compensation to the more chronic absence of MEF2C-mediated response to sleep loss, since recombination of the floxed-alleles occurred early in embryonic brain development and may alter cortical circuit development.

Our findings show that loss or reduction of MEF2C function alters the response to sleep loss. Postnatal loss of MEF2C in forebrain excitatory neurons results in an enhanced SWS-SWA rebound and an attenuated resolution of the rebound. To the extent that SWS-SWA reflects sleep need, loss of MEF2C function increases sleep need in response to a loss of sleep compared to wild type MEF2C response, and it attenuates the sleep-mediated resolution of sleep need. We would like to point out that our comparisons of Mef2c-cKO*^Camk2a-Cre^* mice are always to mice with the floxed allele, *Mef2c*^f/f^. However, similar comparisons to mice that only express Cre would also be another valid and important comparison.

Taken together, these findings suggest a model of the sleep loss response that reflects a MEF2C-dependent, metabolically driven non-neuron to neuron homeostatic sleep circuit. This circuit can act to promote protein and energy metabolism and constrain synaptic activity in response to sleep loss.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus. Musculus*)	C57BL/6 background	Jackson Laboratories		WT (8–19 weeks old)
Genetic reagent (*Mus. Musculus*)	*Mef2c*^f/f^(C57BL/6J background)	Arnold et al., 2007; PMID:17336904	RRID:MGI:3719006	*Mef2c*^f/f^(8–19 weeks old): knock-in of loxP sites flanking exon 11 of the *Mef2c* gene, a control for the Mef2c-cKO*^Camk2a-Cre^*
Genetic reagent (*Mus. Musculus*)	C57BL/6 background, B6.Cg- Tg(*Camk2a-Cre*)T29-1Stl/J	Jackson Laboratories		Mef2c-cKO*^Camk2a-Cre^* (8–19 weeks old): CRE-mediated recombination of the *Mef2c*^f/f^loxP sites, resulting in a region and cell type specific conditional knockout Mef2c-cKO*^Camk2a-Cre^*
Genetic reagent (*Mus. Musculus*)	*Mef2c^+/-^* (backcrossed to C57BL/6J)	Harrington et al., 2020. PMID:32418612.		
Antibody	Anti-MEF2C (Mouse, Monoclonal)	Novus	Cat. # NBP2-00493	Immunoprecipitation (2 ul (ug) per sample)
Antibody	anti-MEF2C (Rabbit, Monoclonal)	Abcam	Cat. #: ab197070; RRID:AB_2629454	(1:2500) (WB)
Antibody	anti-phospho-MEF2 (Rabbit, Polyclonal)	Phospho-peptide affinity purified in-house (as described in Flavell et al., 2006. PMID:16484497)		(1:200) (WB)
Antibody	Anti-beta-actin (Rabbit, Monoclonal)	Cell Signaling	Cat. #: 4970S RRID:AB_2223172	(1:1000) (WB)
Antibody	IRDye 800CW Goat anti-Rabbit IgG Secondary Antibody	Li-Cor	Cat. #: 926–32211	(1:20,000) (WB after IP)
Sequence-based reagent	Mef2C KO F1	This paper (GGGAACCTGACAAATGTGGG)	PCR Primers	Products of 2 kb for non-recombined *Mef2c*^f/f^and 1 kb for recombined Mef2c-cKO*^Camk2a-Cre^* alleles
Sequence-based reagent	Mef2C KO R2	This paper (GTGCATGGCACAGACTACTAGC)	PCR Primers	
Commercial assay or kit	RNeasy mini kit	Qiagen	Cat. #. 74104	RNA purification
Commercial assay or kit	TrueSeq Stranded mRNA Library Prep	Illumina	Cat. #. 20020596	RNA-seq library preparation
Commercial assay or kit	Agilent Bioanalyzer High-Sensitivity DNA chip	Agilent	Cat. #. 5067–1504	
Commercial assay or kit	DC Protein Assay Kit II	Bio-Rad	Cat. #: 5000112	
Commercial assay or kit	7.5% Mini-PROTEAN TGX Stain-Free Protein Gels, 15 well, 15 µl	Bio-Rad	Cat.#: 4568026	WB after IP
Commercial assay or kit	Trans-Blot Turbo Midi PVDF Transfer Packs	Bio-Rad	Cat. #: 1704157	WB after IP
Commercial assay or kit	Odyssey blocking buffer	Li-Cor	Cat. #: NC9877369	WB after IP
Chemical compound, drug	TRIzol reagent	Thermo Fisher Scientific	Cat. #. 15596026	RNA extraction
Software, algorithm	GraphPad Prism	GraphPad Prismhttps://graphpad.com		
Software, algorithm	FASTQC	Babraham Bioinformaticshttps://www.bioinformatics.babraham.ac.uk/projects/fastqc		
Software, algorithm	Trimmomatic	Bolger et al., 2014		
Software, algorithm	STAR	Dobin et al., 2013		
Software, algorithm	R	R Foundationhttps://www.r-project.org		
Software, algorithm	HTSeq	Anders et al., 2015		R package
Software, algorithm	edgeR	McCarthy et al., 2012 Robinson et al., 2010		R package
Software, algorithm	DESeq2	Anders and Huber, 2010 Love et al., 2014		R package
Software, algorithm	UpSetR	Conway et al., 2017		R package
Software, algorithm	WGCNA	Weighted gene co-expression network analysis Langfelder and Horvath, 2008		R package
Software, algorithm	DEXseq	Anders et al., 2012		R package
Software, algorithm	ToppGene	Chen et al., 2009 https://toppgene.cchmc.org		Web-tool
Software, algorithm	REVIGO	http://revigo.irb.hr Supek et al., 2011		Web-tool
Other	Single-cell RNA-seq Dataset	Mouse visual cortex single cell RNA-seq dataset Hrvatin et al., 2018	NCBI GEO: GSE102827	
Other	Protein G Plus/A agarose beads	Millpore Sigma	IP05	Immunoprecipitation (75 ul per sample)

### Animals

All mice (*Mus musculus*) had a C57BL/6J background, were male and of 8–19 weeks of age at time of data collection. Mice were on a 12 hr light-dark cycle with access to food and water ad libitum. For RNA-seq experiments, we employed three genotypes: wild type (WT); a knock-in of loxP sites flanking exon 11 of the *Mef2c* gene, the second coding exon for the DNA-binding site (Arnold et al., 2007)(*Mef2c*^f/f^), a control for the Mef2c-cKO*^Camk2a-Cre^*; and a CamKII-promoter (Tsien et al., 1996), CRE-mediated recombination of the *Mef2c*^f/f^ loxP sites (founders obtained from Jackson Labs Jackson labs; B6.Cg-Tg(*Camk2a-Cre*)T29-1Stl/J), resulting in a region and cell-type-specific conditional knockout (Mef2c-cKO*^Camk2a-Cre^* [Arnold et al., 2007]). Primers and primer products are shown along with a map of the *Mef2c* gene (Figure 9). Initially, we used a primer pair, Mef2C.2 and Mef2C.3 that gave a product of 650 BP for WT, 750 BP for *Mef2c*^f/f^ and no product for a CRE-mediated recombined allele to distinguish homozygous and heterozygous floxed knockins from WT mice.

**Figure 9.**
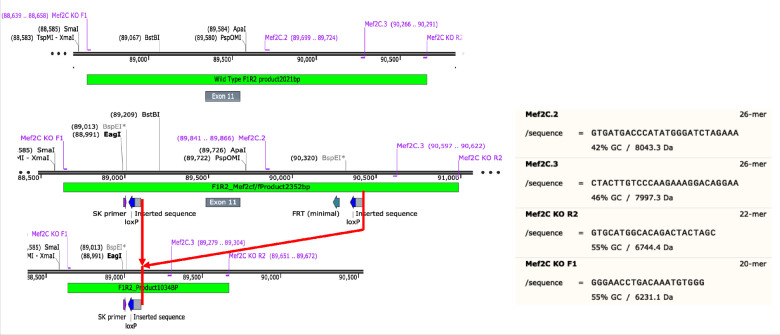
Schematic of Mef2c genomic DNA sequence to illustrate locations of knockin sequences of loxP and their recombination product used in this study.

In order to confirm CRE-mediated recombination in the brain, we used another primer pair, Mef2C KO F1 and Mef2C KO R2 (Figure 9) that gave products of 2250 BP for non-recombined *Mef2c*^f/f^ and 1000 BP for recombined Mef2c-cKO*^Camk2a-Cre^* alleles. All brain samples of Mef2c-cKO*^Camk2a-Cre^* mice expressed both products as expected.

We also determined that some of the offspring of male *Mef2c*^f/wt^;*Camk2a-Cre* mice were heterozygote for a single recombined allele, showing *Mef2c*^f/-^ in tail samples, consistent with CRE-mediated recombination in spermatocytes (Luo et al., 2020). Thus, gene-dosage-dependent developmental effects of *Mef2c* loss of function in all cell types may contribute to the transcriptome of Mef2c-cKO*^Camk2a-Cre^* mice in addition to the homozygous conditional loss of *Mef2c* function in the brain. Nevertheless, a heat map of differentially expressed genes (DEGs) from Mef2c-cKO*^Camk2a-Cre^* mice showed similar clustering of DEGs from samples in CS conditions with, and without (second column Figure 10) recombination in the tail.

**Figure 10.**
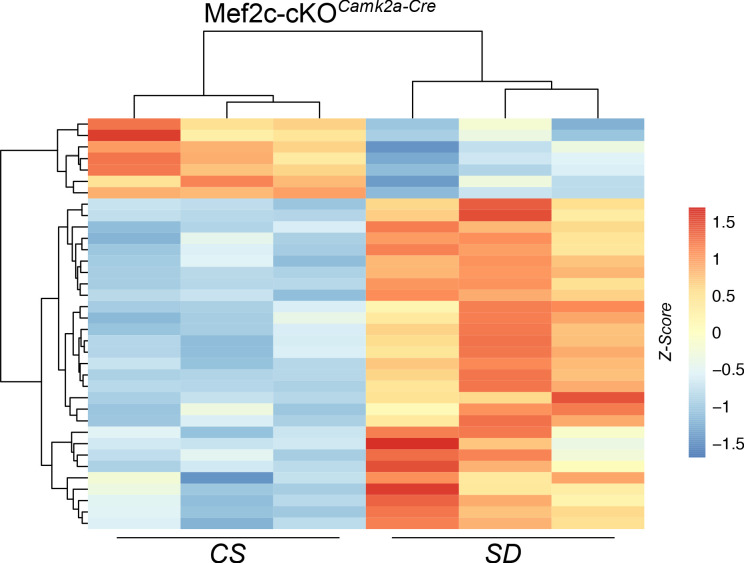
Heat map of DEGs from *Mef2c-cKO^Camk2a-Cre^* mouse samples under CS or SD conditions. The sample from the second column (CS) showed a similar DEG clustering pattern to the other two samples that had germline recombination.

For in vivo electrophysiology (EEG/EMG analysis for sleep/waking state determination), in addition to the three strains described above, we also included constitutive heterozygous Mef2c knockouts (*Mef2c^+/-^)* and their littermate controls (*Mef2c^+/+^)*; generation of these strains has been described previously (Harrington et al., 2020).

All experimental procedures were approved by the University of Texas Southwestern IACUC or VA North Texas Health Care System IACUC.

### Sleep deprivation protocol

All mice underwent an accommodation protocol of 3 weeks duration, in 12/12 light/dark schedule, in plexiglass, false-bottomed cages, suspended over a treadmill (see Video 1) with ad libitum water and mouse chow as previously described (Bjorness et al., 2016). The treadmill (speed of treadmill = 3 cm/sec) was turned on daily for 10 min to accommodate the mice to the slow movement (mice are able to eat and drink with it running) and to clean it. For RNA-seq, 36 hr prior to the experimental day (CS, SD or RS) a dark/dark schedule was instituted. The use of the treadmill prevented transition to sleep, did not increase motor activity (due to the slow speed) and provided a mild, familiar, non-varying, arousing stimuli that reduced the experimental variability associated with more traditional ‘gentle handling’ techniques. Animals were randomly assigned to CS, SD or RS groups.

**Video 1.** Mouse on moving treadmill in SD configuration.

### RNA collection, RNA-seq library preparation and Sequencing

Total RNA was extracted from all the samples using TRIzol reagent (Thermo Fisher Scientific, Cat. No. 15596026) and was purified with RNeasy mini kit (Qiagen, Cat No. 74104) according to manufacturer’s instructions. All the samples were then randomized in order to reduce the batch effect and submitted to McDermott Sequencing Core at University of Texas Southwestern Medical Center for library preparation and sequencing. Libraries were prepared using TrueSeq Stranded mRNA Library Prep (Illumina, Cat. No. 20020596) as per manufacturer’s instructions by McDermott Sequencing Core. The quality and concentration of the libraries was checked on Agilent Bioanalyzer High Sensitivity DNA chip (Agilent, Cat. No. 5067–1504). Samples were pooled and sequenced by McDermott Sequencing Core using Illumina’s NextSeq500 to yield paired-end (150 bp long) strand-specific reads.

### RNA-seq data analysis

De-multiplexed raw reads were received from McDermott Sequencing Core. Raw reads were first filtered for phred quality and adapters using FASTQC (*FastQC, Babraham Bioinformatics, URL:* https://www.bioinformatics.babraham.ac.uk/projects/fastqc) and Trimmomatic (Bolger et al., 2014). Filtered reads were then aligned to the reference mouse genome mm10 (https://genome.ucsc.edu) using STAR (Dobin et al., 2013) aligner. Uniquely mapped reads were used to obtain the gene counts using HTSeq package (Anders et al., 2015), and the read counts were normalized using the CPM (counts per million) method implemented in the edgeR package (McCarthy et al., 2012; Robinson et al., 2010). For further analysis, we performed a sample-specific CPM filtering, considering genes with CPM values of 1.0 or greater in all replicates in one or more of the sleep conditions. DESeq2 (Anders and Huber, 2010; Love et al., 2014) was used to detect the DEGs across sleep states. We applied a filter of an adjusted *p-*value of ≤0.05 and absolute log fold change of ≥0.3 to identify DEGs. Significant DEGs are visualized using volcano plots. *UpSetR* (Conway et al., 2017) R package was used to identify shared and unique sets of DEGs across sleep states.

### GO analysis

GO analysis of the significant, sleep-states shared and unique DEGs was performed using *ToppGene* (https://toppgene.cchmc.org) (Chen et al., 2009) and GO terms were reduced using *REVIGO* (Supek et al., 2011). GO categories were considered significant if they contained at least three genes and if they had a Benjamini–Hochberg (B–H)-corrected p*-*value of ≤0.05.

### DEG enrichment against cell types, MEF2C targets and rPRGs

The mouse visual cortex single cell RNA-seq dataset was downloaded from NCBI Gene Expression Omnibus (accession no. GSE102827) and processed using *Seurat* (Butler et al., 2018). Retaining cluster annotations from the original source (Hrvatin et al., 2018), genes enriched in each cell-type/cluster were identified using the *FindAllMarkers* function of *Seurat* (Butler et al., 2018) with default parameters. The list of MEF2C target genes was obtained from Harrington et al., 2016. The list of rapid primary response genes was obtained from Tyssowski et al., 2018. The list of differentially expressed genes from *Mef2c^+/-^* compared to *Mef2c^+/+^* at CS was obtained from Harrington et al., 2020. Enrichment analyses for shared and unique list of DEGs across sleep states against (i) cell types from mouse visual cortex single-cell datasets, (ii) MEF2C targets and (iii) rPRGs were performed using a Fisher’s exact test. Also, enrichment analysis for differentially expressed genes across *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* under CS and differentially expressed genes from *Mef2c^+/-^* compared to *Mef2c^+/+^* at CS was performed using a Fisher’s exact test.

### Weighted gene co-expression network analysis

Weighted gene co-expression network analysis (WGCNA) was performed on 19 total RNA-seq samples, including six control sleep (CS) samples, six sleep deprived (SD) and seven recovery sleep (RS) samples. The R package for WGCNA (Langfelder and Horvath, 2008) was used to build a gene co-expression network using filtered CPM data (CPM >= 1 across all replicates of one or more of each of the conditions). A signed network was constructed using the *blockwiseModules* function of the WGCNA R package. A value of 26 was chosen as Beta with highest scale-free R square (R^2^ = 0.796). For other parameters, we used *corType = pearson*, *maxBlockSize = 15000*, *reassignThreshold = 1 × 10^−5^*, *mergeCutHeight = 0.05*, *deepSplit = 4*, *detectCutHeight = 0.999* and *minModuleSize = 50*. Visualizations of network plots were created using Cytoscape v3.4.0 (Shannon et al., 2003), representing the top 250 edges based on ranked weights.

### Heat map plot for enrichment of gene lists against WGCNA module genes

List of genes per WGCNA module were enriched against (i) DEGs per sleep state, (ii) cell type genes identified in mouse cortex (Hrvatin et al., 2018), (iii) MEF2C targets (Harrington et al., 2016), and (iv) module eigengene correlation to each sleep state using *supertest* function of *SuperExactTest* R package. The heat map is generated using *ggplot2* functions *geom_tile*. The modules are ordered based on module eigengene correlation to CS sleep state starting from highest to lowest correlation.

### Down-sampling and permutation DEG analysis

DESeq2 (Anders and Huber, 2010; Love et al., 2014) differential expression analysis for down-sampled WT CS (n = 4) and SD (n = 3) was performed by first randomly down-sampling the WT CS and SD sample sizes to match the sample sizes of *Mef2c*^f/f^. Down-sampling was performed for 100 permutations and number of DEGs were reported for all 100 permutations.

### Assessment of *Mef2c* exon 11 encoding DNA-binding portion of MEF2C in WT, *Mef2c*^f/f^, Mef2c-cKO*^Camk2a-Cre^* mice

Differential exon usage for exons across *Mef2c* was accessed using DEXSeq (Anders et al., 2012) indicating only minor variability in exon expression between WT, *Mef2c*^f/f^ and Mef2c-cKO*^Camk2a-Cre^* samples. Analysis also shows the specific reduction of floxed exon (Exon 11) in Mef2c-cKO*^Camk2a-Cre^* mice (Figure 4). As expected, this reduction was only partial due to the selective expression of *Camk2a-Cre* that limited CRE-mediated recombination to CAMK-expressing cells.

### Immunoprecipitation of MEF2C protein

Frozen brain tissue from the frontal cortex of mice were immediately homogenized by sonication after addition of 600 mL mRIPA buffer with inhibitors (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% iGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM sodium fluoride, 1 µM cyclosporine A, 1 mM sodium orthovanadate, 50 nM okadaic acid, 1 tablet of cOmplete, EDTA-free Protease Inhibitor Cocktail (Sigma/Roche 11836170001) in deionized water for 10 mL total volume of solution). Samples were then centrifuged at max speed and supernatant was aliquoted. Protein concentration was quantified via Bio-Rad DC Protein Assay (Bio-Rad 5000112). Protein lysates (1.5 mg) were diluted in mRIPA buffer with inhibitors to a total volume of 500 mL. A volume of 2 µL of mouse monoclonal anti-MEF2C antibody (Novus NBP2-00493) was added to each diluted protein lysate and incubated for 2 hr at 4°C. Samples were then added to 75 µL washed protein G Plus/A agarose bead slurry (Millpore IP05) and incubated for 1 hr at 4°C. The samples were then washed three times with mRIPA buffer with inhibitors and eluted with 2X sample buffer + 10% 2-mercaptoethanol.

### Western blot of MEF2C immunoprecipitation

Immunoprecitation (IP), pre-IP, and post-IP samples were loaded into 7.5% Mini-PROTEAN TGX Stain-Free gels (Bio-Rad 4568026). Gel electrophoresis was run at 250 V for 25 min in 1X Tris-gycine SDS buffer. Proteins were then transferred onto PVDF membranes using the Bio-Rad Trans-Blot Turbo System on the high-MW setting. Membranes were blocked in 1:1 Odyssey blocking buffer/1X PBS for 1 hr. Membranes were incubated overnight with primary antibodies: rabbit anti-phospho-MEF2 (1:200, lab purified) or rabbit anti-MEF2C (1:2500, Abcam ab197070). After washing, Licor secondary antibodies were incubated on the membranes (1:20,000, Licor IRDye 800CW goat anti-rabbit 926–32211). After washing, blots were imaged on the Licor Odyssey CLx system. The pre-IP sample membranes were then incubated with rabbit anti-beta-actin antibody (1:1000, Cell Signaling 4970S) overnight. After washing, the membrane was incubated with the Licor goat anti-rabbit secondary and imaged.

### Analysis of MEF2C immunoprecipitation

Licor image files were imported into Licor ImageStudio software and protein bands were quantified. We calculated a ratio for phospho-MEF2C signal to the total MEF2C signal for each sample. The average ratio for the control samples was used as a normalization factor for each sample. The ratio for each sample were then divided by the normalization factor to generate normalized signal values for each sample. Similar analysis was used to compare total MEF2C signal to beta-actin signal. One-way ANOVA statistical analyses were performed in Graphpad Prism software.

### Brain slice electrophysiological recordings

Brain slices 300 µm thick, cut 15°-angled in rostral direction to keep perpendicular blade penetration in the anterior cingulate area, were prepared from 8- to 12-week-old control (Mef2c fl/fl: Cre-) and Mef2c-cKO*^Camk2a-Cre^* mice at the same Circadian time ZT6 immediately after subjecting to one of the three 6 hr sleep/wake protocols (CS, SD, RS). The dissection was done in ice-cold solution containing (mM): NaCl 84, KCl 3, NaH_2_PO_4_ 1.25, CaCl_2_ 0.5, MgSO_4_ 7, NaHCO_3_ 26, glucose 20, sucrose 70, ascorbic acid 1.3, kynurenic acid 2 (brought to pH 7.3 by continuous saturation with carbogen gas containing 95% of O_2_ and 5% of CO_2_). After dissection, slices were transferred to the carbogen gas-saturated artificial cerebrospinal fluid (ACSF) solution containing (mM): NaCl 125, KCl 5, NaH_2_PO_4_ 1.25, CaCl_2_ 2, MgCl_2_ 1.3, NaHCO_3_ 25, glucose 12 (pH 7.3) at 32° C, and were used for experiments after 1 hr equilibration.

Slices were placed in 400 µL recording chamber and continuously perfused at 2 mL/min with heated (33° C) carbogen gas-saturated ACSF containing 1 µm of adenosine receptor 1 blocker 8-cyclopentyl theophylline (CPT) during entire experiment. Solutions containing additionally 100 µm of picrotoxin (PTX) or 1 µl tetrodotoxin (TTX) were washed-in to block GABA receptor synaptic currents during paired-pulse stimulation experiments, and Na^+^ voltage-dependent channel-generated spontaneous presynaptic spikes during recordings of miniature excitatory post-synaptic currents (mEPSC), respectively.

Pyramidal neurons in cortical layers 2/3 at the anterior cingulate cortex (ACC) area were visually identified with upright microscope equipped with infra-red light sensitive camera, and voltage-clamped at −70 mV holding potential (Cl^-^ equilibrium potential in our solutions) with patch pipette containing (mM): K-methanesulfonate 130, NaCl 5, MgCl_2_ 2, Hepes 10, EGTA 1, CaCl_2_ 0.4 (free Ca^2+^ ~80 nM), MgATP 2, Na_2_GTP 0.2 (pH ~ 7.3 adjusted with NaOH). Multiclamp 700A amplifier, Digidata 1440A and pClamp 10.2 software (all Molecular Devices, CA) were used for patch-clamp recordings both in voltage-clamp and current clamp modes. The identity of each pyramidal neuron was confirmed by recording a specific pattern of trains of action potentials in current-clamp mode, clearly different from fast-spiking activity of interneurons in response to a series of depolarizing current steps.

CaCl_2_ was removed, and 0.25 mM of QX 314, a Na^+^ voltage-dependent channel blocker was added to the patch pipette solution to suppress generation of postsynaptic Na^+^ currents during recordings of evoked excitatory post-synaptic current (eEPSC) in paired-pulse stimulation experiments. In these experiments, the identity of pyramidal neurons was verified immediately after breaking the membrane patch before suppression of action potentials. Stimulation of axons forming synapses at apical dendrites of L2/3 pyramidal cells during paired pulse experiments was done by placing a bipolar stimulation electrode in the L1 area at a distance ~ 100–200 µm from the recorded neuron axial projection to this area. Brief 0.4 ms biphasic stimulation current pulses of 30 to 60 µA delivered with Biphasic Stimulus Isolator BSI-950 (Dagan, MN) were enough to produce minimal-amplitude reproduceable eEPSCs in 95% of experiments.

### Analysis of *mEPSC*

Functional parameters of miniature excitatory post-synaptic currents (mEPSCs) were calculated from 2 to 4 min continuous recordings following steady-state after application of 1 µl TTX. Recordings were high-pass filtered at 10 Hz and low-pass filtered at 500 Hz. Individual mEPSC were detected by the event template detection algorithm embedded into the pClamp 10 software. A combination of five mEPSCs templates varying from 6 to 25 ms durations was used, each template recognition window being ‘trained’ from ~ 100 real events. No minimal threshold for mEPSC amplitude was applied for medium and longer events to avoid potential exclusion of low-amplitude attenuated mEPSCs originating from distal dendrites. The same template recognition set of parameters was applied for the analysis of data obtained from all cells included in this study. The microscopic parameter values of individual events (peak amplitude, area, instant frequency) were calculated by the pClamp event analysis algorithm and transferred to the Microsoft Excel for secondary off-line general statistics analysis. Standard box and whiskers graphs for each analyzed mEPSC parameter averaged for all cells within a particular experimental group were plotted using GraphPad Prism software, which represents 25% to 75% interval as vertical boxes, the whole range of data points as whiskers, the line inside boxes as a median, and a '+' sign inside boxes indicates the mean value. One-way ANOVA analysis with Tukey’s multiple comparisons test was used to define significant differences within three experimental groups (CS, SD, RS for each genotype) for each reported parameter.

Cumulative histograms for each measured mEPSC parameter of a particular experiment were generated from a continuous 2 to 4 min recording and comprised values falling within a mean ± 3 SD interval (99.7% of events). Within a particular experimental group (CS, SD, RS for each genotype), histograms from individual cells were binned at equal 0.01 steps and then averaged for each binning point over the entire Y-scale range (from 0 to 1). Averaged cumulative histograms were plotted using GraphPad Prism and included mean ± SEM (X-axis error bars) for each binning point. Ordinary one-way ANOVA analysis with Tukey’s multiple comparisons test was used to define significant difference between resultant averaged histograms within each genotype group.

Paired-pulse eEPSC analysis. For each paired-pulse experiment, peak amplitudes of coupled evoked EPSCs (eEPSCs) were obtained after averaging traces of 5 to 10 repetitive paired stimulation sequences separated by 20 s relaxation time. P2/P1 amplitude ratio was calculated for three interpulse intervals: 20, 50 and 100 ms. Standard box and whiskers graphs for each P2/P1 ratio averaged for all cells within a particular experimental group were plotted for each of three interpulse intervals using GraphPad Prism software. Ordinary one-way ANOVA analysis with Tukey’s multiple comparisons test was used to define significant differences within three experimental groups (CS, SD, RS for each genotype) for each measured P2/P1 ratio.

### EEG and EMG acquisition for sleep/waking state analysis

Animals (Mef2c-cKO*^Camk2a-Cre^* n = 7, *Mef2c*^f/f^n = 11, C57BL/6 n = 6, *Mef2c^+/-^* n = 6, *Mef2c^+/+^* n = 6) were implanted with EEG and EMG electrodes using standard procedures (Bjorness et al., 2016). Briefly, mice were anesthetized with isoflurane and placed into a stereotaxic apparatus after which the hair is sheared and the scalp cleaned and incised. Four small holes were drilled for the placement of bilateral skull screw style electrodes over the frontal cortex (AP +1.7, ML +/- 1.77), parietal cortex (AP −1.7, ML +2.0), and occipital cortex (AP −5.5, ML −1.5). Paddle style EMG electrodes (Plastics One) were placed under the dorsal nuchal muscle. Electrode pins were gathered into a six pin pedestal (Plastics One) which was cemented to the skull using dental cement. The wound was closed using absorbable sutures and coated with triple antibiotic ointment. Mice received buprenorphine for analgesia and were given 14 days to recover from surgical procedures prior to experimental procedures.

Mice were placed into individual cages suspended above the belt of a custom treadmill apparatus with food and water available ad libitum. Mice were given 2 weeks to acclimate to the new environment with daily short duration exposure to the treadmill belt moving after which mice were connected to an amplifier system via a tether attached to the pedestal with an additional week of acclimation to the tether. A balance bar was set between the tether and commutator to allow for unrestricted movement. Following acclimation, EEG and EMG signals were acquired using a 15LT amplifier system (Natus Neurology) for 2 days under baseline (undisturbed) conditions followed by 2 days of chronic, partial sleep deprivation (Bjorness et al., 2016). Sleep deprivation consisted of eight cycles of 4 hr TM 'ON' (belt moving) followed by 2 hr TM 'OFF' (belt fixed). State assignment was determined via a custom Matlab (Mathworks) autosorter program using standard criteria (Bjorness et al., 2016) for waking, SWS, and REM after which files were manually checked to ensure correct assignment of state and flag epochs featuring artifact. Epochs were scored in 10 s bins with artifact-flagged epochs excluded from power spectral analysis. Episodes began with 30 consecutive seconds of one state and ended with 30 consecutive seconds of a different state. Power spectrum values were calculated in a 2 s window with a 1 s overlap and a Hamming window using the mean squared spectrum function in Matlab. For statistical analyses, Mef2c-cKO*^Camk2a-Cre^* was compared to *Mef2c*^f/f^ and C57BL/6, while *Mef2c^+/-^* was compared to *Mef2c^+/+^.*

### Decay of SWA across the light (inactive) phase

SWA (0.5–4.5 Hz) was normalized to the 24 hr average SWA and the percentage change between the first and last consolidated 1 hr sleep period was calculated as previously described (Nelson et al., 2013). The baseline day with the clearest consolidated sleep periods early and late in the light phase were used for statistical comparison via a one-way ANOVA with Sidak’s multiple comparison test.

### Decay of SWS-SWA within an averaged SWS episode under baseline conditions

For a full description of the decay analysis see Bjorness et al., 2016. Briefly, SWS-SWA power was normalized to W SWA power after which SWS episodes of at least 5 min in duration were collected and gathered into an excel file with one episode per column such that the normalized SWS-SWA power of the first epoch was in the first row of each column, the normalized SWS-SWA power of the second epoch was in the second row of each column, and so forth. Based on the 5 min duration criteria, all columns had at least 30 rows; the longest four episodes were truncated to leave five episodes at the longest time point. One Mef2c-cKO*^Camk2a-Cre^*, one *Mef2c*^f/f^, and one *Mef2c^+/+^* mouse per group was excluded on the basis of insufficient episodes of at least 12 min in duration (Bjorness et al., 2016). The natural log was taken after which episodes were averaged within animal to create a single averaged SWS episode per mouse followed by averaging across animals within group to result in a single episode per group. Next, the group average episode was transformed by taking the exponential. A fragment of the average was created (excluding the initial ascending phase and periods of high variability toward the end) and fit using a single phase decay (GraphPad Prism) in order to determine the time constant of decay (τ). Based on previously described exclusion criteria (absolute sum of squares, Bjorness et al., 2016), the averaged group episode for Mef2c-cKO*^Camk2a-Cre^* mice could not be fit. Thus, the time constant of decay determined for the *Mef2c*^f/f^ group was used to determine the plateau and R^2^ value for the Mef2c-cKO*^Camk2a-Cre^* group.

### Rebound SWS-SWA following chronic, partial SD

Mice underwent 8 cycles of 4 hr SD (TM ‘ON’) followed by 2 hr RS (TM ‘OFF’) starting at ZT0. SWS-SWA power was averaged in 2 hr bins. Rebound SWS-SWA was determined by the percent change in SWS-SWA from baseline conditions to TM ‘OFF’ conditions using time-matched circadian bins (i.e. ZT 4–6, ZT 10–12, ZT 16–18, ZT 22–24). A one-way ANOVA was used to compare average rebound across the 8 RS periods and a One sample T test was used to compare average values to a theoretical mean of 0 (GraphPad Prism).

### Time in sleep/waking state

Time in each sleep/waking state (waking, SWS, REM) under baseline conditions was averaged in 2 hr bins and calculated as the percent time of the total period. Averaged percent time in state for each state was compared between groups using a one-way ANOVA (GraphPad, Prism).

### Cumulative distribution of SWS episodes

SWS episodes under baseline and SD (recovery periods) conditions were binned by duration using the histogram function in excel (Microsoft); the first bin was 90 s with successive bins increasing by 40 s. The number of episodes in each bin was divided by the total number of episodes for the condition and multiplied by 100 to get a percentage of the total episodes represented by each bin. Next, a cumulative percentage was calculated by adding the percentage of successive bins. A two-way ANOVA (condition, bin) was used to compare cumulative histogram episode durations across groups and conditions (baseline and SD).

### Spectral power distribution across state

Under baseline conditions, individual 10 s epochs were separated by state (waking, SWS, REM) after which spectral power in each 1 Hz bin up to 50 Hz was normalized by the total power for that state (waking epoch normalized to waking total power, etc). Fraction power was then averaged across epochs within each 1 Hz bin to get an average spectral distribution from 1 to 50 Hz by state. Two-way ANOVA (group, frequency) was used to compare spectral distributions by state across groups.

## Data Availability

The NCBI Gene Expression Omnibus (GEO) accession number for the RNA-seq data reported in this paper is GSE 144957. The following dataset was generated: BjornessTEKulkarniARybalchenkoVSuzukiABridgesCCowanCWTakahashiJSKonopkaGGreeneRW2020An essential role for MEF2C in the cortical response to loss of sleepNCBI Gene Expression OmnibusGSE14495710.7554/eLife.58331PMC749001132851972

## References

[bib1] Anders S, Reyes A, Huber W (2012). Detecting differential usage of exons from RNA-seq data. Genome Research.

[bib2] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bib3] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biology.

[bib4] Arnold MA, Kim Y, Czubryt MP, Phan D, McAnally J, Qi X, Shelton JM, Richardson JA, Bassel-Duby R, Olson EN (2007). MEF2C transcription factor controls chondrocyte hypertrophy and bone development. Developmental Cell.

[bib5] Assali A, Harrington AJ, Cowan CW (2019). Emerging roles for MEF2 in brain development and mental disorders. Current Opinion in Neurobiology.

[bib6] Barbosa AC, Kim MS, Ertunc M, Adachi M, Nelson ED, McAnally J, Richardson JA, Kavalali ET, Monteggia LM, Bassel-Duby R, Olson EN (2008). MEF2C, a transcription factor that facilitates learning and memory by negative regulation of synapse numbers and function. PNAS.

[bib7] Bjorness TE, Kelly CL, Gao T, Poffenberger V, Greene RW (2009). Control and function of the homeostatic sleep response by Adenosine A1 receptors. Journal of Neuroscience.

[bib8] Bjorness TE, Dale N, Mettlach G, Sonneborn A, Sahin B, Fienberg AA, Yanagisawa M, Bibb JA, Greene RW (2016). An Adenosine-Mediated Glial-Neuronal circuit for homeostatic sleep. The Journal of Neuroscience.

[bib9] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for illumina sequence data. Bioinformatics.

[bib10] Borbély AA (1982). A two process model of sleep regulation. Human Neurobiology.

[bib11] Brambilla D, Chapman D, Greene R (2005). Adenosine mediation of presynaptic feedback inhibition of glutamate release. Neuron.

[bib12] Bushey D, Hughes KA, Tononi G, Cirelli C (2010). Sleep, aging, and lifespan in *Drosophila*. BMC Neuroscience.

[bib13] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature Biotechnology.

[bib14] Chen J, Bardes EE, Aronow BJ, Jegga AG (2009). ToppGene suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Research.

[bib15] Cirelli C, Gutierrez CM, Tononi G (2004). Extensive and divergent effects of sleep and wakefulness on brain gene expression. Neuron.

[bib16] Conway JR, Lex A, Gehlenborg N (2017). UpSetR: an R package for the visualization of intersecting sets and their properties. Bioinformatics.

[bib17] de Vivo L, Bellesi M, Marshall W, Bushong EA, Ellisman MH, Tononi G, Cirelli C (2017). Ultrastructural evidence for synaptic scaling across the wake/sleep cycle. Science.

[bib18] Diering GH, Nirujogi RS, Roth RH, Worley PF, Pandey A, Huganir RL (2017). Homer1a drives homeostatic scaling-down of excitatory synapses during sleep. Science.

[bib19] Diessler S, Jan M, Emmenegger Y, Guex N, Middleton B, Skene DJ, Ibberson M, Burdet F, Götz L, Pagni M, Sankar M, Liechti R, Hor CN, Xenarios I, Franken P (2018). A systems genetics resource and analysis of sleep regulation in the mouse. PLOS Biology.

[bib20] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib21] Flavell SW, Cowan CW, Kim TK, Greer PL, Lin Y, Paradis S, Griffith EC, Hu LS, Chen C, Greenberg ME (2006). Activity-dependent regulation of MEF2 transcription factors suppresses excitatory synapse number. Science.

[bib22] Franken P, Chollet D, Tafti M (2001). The homeostatic regulation of sleep need is under genetic control. The Journal of Neuroscience.

[bib23] Franken P (2013). A role for clock genes in sleep homeostasis. Current Opinion in Neurobiology.

[bib24] Greene RW, Bjorness TE, Suzuki A (2017). The adenosine-mediated, neuronal-glial, homeostatic sleep response. Current Opinion in Neurobiology.

[bib25] Harrington AJ, Raissi A, Rajkovich K, Berto S, Kumar J, Molinaro G, Raduazzo J, Guo Y, Loerwald K, Konopka G, Huber KM, Cowan CW (2016). MEF2C regulates cortical inhibitory and excitatory synapses and behaviors relevant to neurodevelopmental disorders. eLife.

[bib26] Harrington AJ, Bridges CM, Berto S, Blankenship K, Cho JY, Assali A, Siemsen BM, Moore HW, Tsvetkov E, Thielking A, Konopka G, Everman DB, Scofield MD, Skinner SA, Cowan CW (2020). MEF2C hypofunction in neuronal and neuroimmune populations produces MEF2C haploinsufficiency Syndrome-like behaviors in mice. Biological Psychiatry.

[bib27] Hengen KB, Torrado Pacheco A, McGregor JN, Van Hooser SD, Turrigiano GG (2016). Neuronal firing rate homeostasis is inhibited by sleep and promoted by wake. Cell.

[bib28] Hor CN, Yeung J, Jan M, Emmenegger Y, Hubbard J, Xenarios I, Naef F, Franken P (2019). Sleep-wake-driven and circadian contributions to daily rhythms in gene expression and chromatin accessibility in the murine cortex. PNAS.

[bib29] Hrvatin S, Hochbaum DR, Nagy MA, Cicconet M, Robertson K, Cheadle L, Zilionis R, Ratner A, Borges-Monroy R, Klein AM, Sabatini BL, Greenberg ME (2018). Single-cell analysis of experience-dependent transcriptomic states in the mouse visual cortex. Nature Neuroscience.

[bib30] Kang J, Gocke CB, Yu H (2006). Phosphorylation-facilitated sumoylation of MEF2C negatively regulates its transcriptional activity. BMC Biochemistry.

[bib31] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics.

[bib32] Li H, Radford JC, Ragusa MJ, Shea KL, McKercher SR, Zaremba JD, Soussou W, Nie Z, Kang YJ, Nakanishi N, Okamoto S, Roberts AJ, Schwarz JJ, Lipton SA (2008). Transcription factor MEF2C influences neural stem/progenitor cell differentiation and maturation in vivo. PNAS.

[bib33] Liu ZW, Faraguna U, Cirelli C, Tononi G, Gao XB (2010). Direct evidence for wake-related increases and sleep-related decreases in synaptic strength in rodent cortex. Journal of Neuroscience.

[bib34] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib35] Luo L, Ambrozkiewicz MC, Benseler F, Chen C, Dumontier E, Falkner S, Furlanis E, Gomez AM, Hoshina N, Huang WH, Hutchison MA, Itoh-Maruoka Y, Lavery LA, Li W, Maruo T, Motohashi J, Pai EL, Pelkey KA, Pereira A, Philips T, Sinclair JL, Stogsdill JA, Traunmüller L, Wang J, Wortel J, You W, Abumaria N, Beier KT, Brose N, Burgess HA, Cepko CL, Cloutier JF, Eroglu C, Goebbels S, Kaeser PS, Kay JN, Lu W, Luo L, Mandai K, McBain CJ, Nave KA, Prado MAM, Prado VF, Rothstein J, Rubenstein JLR, Saher G, Sakimura K, Sanes JR, Scheiffele P, Takai Y, Umemori H, Verhage M, Yuzaki M, Zoghbi HY, Kawabe H, Craig AM (2020). Optimizing nervous System-Specific gene targeting with cre driver lines: prevalence of germline recombination and influencing factors. Neuron.

[bib36] Lyons MR, Schwarz CM, West AE (2012). Members of the myocyte enhancer factor 2 transcription factor family differentially regulate bdnf transcription in response to neuronal depolarization. Journal of Neuroscience.

[bib37] Maret S, Faraguna U, Nelson AB, Cirelli C, Tononi G (2011). Sleep and waking modulate spine turnover in the adolescent mouse cortex. Nature Neuroscience.

[bib38] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Research.

[bib39] Mongrain V, Hernandez SA, Pradervand S, Dorsaz S, Curie T, Hagiwara G, Gip P, Heller HC, Franken P (2010). Separating the contribution of glucocorticoids and wakefulness to the molecular and electrophysiological correlates of sleep homeostasis. Sleep.

[bib40] Nelson AB, Faraguna U, Zoltan JT, Tononi G, Cirelli C (2013). Sleep patterns and homeostatic mechanisms in adolescent mice. Brain Sciences.

[bib41] Noya SB, Colameo D, Brüning F, Spinnler A, Mircsof D, Opitz L, Mann M, Tyagarajan SK, Robles MS, Brown SA (2019). The forebrain synaptic transcriptome is organized by clocks but its proteome is driven by sleep. Science.

[bib42] Paciorkowski AR, Traylor RN, Rosenfeld JA, Hoover JM, Harris CJ, Winter S, Lacassie Y, Bialer M, Lamb AN, Schultz RA, Berry-Kravis E, Porter BE, Falk M, Venkat A, Vanzo RJ, Cohen JS, Fatemi A, Dobyns WB, Shaffer LG, Ballif BC, Marsh ED (2013). MEF2C haploinsufficiency features consistent hyperkinesis, variable epilepsy, and has a role in dorsal and ventral neuronal developmental pathways. Neurogenetics.

[bib43] Porkka-Heiskanen T, Strecker RE, Thakkar M, Bjorkum AA, Greene RW, McCarley RW (1997). Adenosine: a mediator of the sleep-inducing effects of prolonged wakefulness. Science.

[bib44] Porkka-Heiskanen T, Strecker RE, McCarley RW (2000). Brain site-specificity of extracellular adenosine concentration changes during sleep deprivation and spontaneous sleep: an in vivo microdialysis study. Neuroscience.

[bib45] Rajkovich KE, Loerwald KW, Hale CF, Hess CT, Gibson JR, Huber KM (2017). Experience-Dependent and differential regulation of local and Long-Range excitatory neocortical circuits by postsynaptic Mef2c. Neuron.

[bib46] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib47] Scanziani M, Capogna M, Gähwiler BH, Thompson SM (1992). Presynaptic inhibition of miniature excitatory synaptic currents by baclofen and Adenosine in the Hippocampus. Neuron.

[bib48] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Research.

[bib49] Supek F, Bošnjak M, Škunca N, Šmuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLOS ONE.

[bib50] Tsien JZ, Chen DF, Gerber D, Tom C, Mercer EH, Anderson DJ, Mayford M, Kandel ER, Tonegawa S (1996). Subregion- and cell type-restricted gene knockout in mouse brain. Cell.

[bib51] Tyssowski KM, DeStefino NR, Cho J-H, Dunn CJ, Poston RG, Carty CE, Jones RD, Chang SM, Romeo P, Wurzelmann MK, Ward JM, Andermann ML, Saha RN, Dudek SM, Gray JM (2018). Different neuronal activity patterns induce different gene expression programs. Neuron.

[bib52] Vyazovskiy VV, Cirelli C, Pfister-Genskow M, Faraguna U, Tononi G (2008). Molecular and electrophysiological evidence for net synaptic potentiation in wake and depression in sleep. Nature Neuroscience.

[bib53] Wang Z, Ma J, Miyoshi C, Li Y, Sato M, Ogawa Y, Lou T, Ma C, Gao X, Lee C, Fujiyama T, Yang X, Zhou S, Hotta-Hirashima N, Klewe-Nebenius D, Ikkyu A, Kakizaki M, Kanno S, Cao L, Takahashi S, Peng J, Yu Y, Funato H, Yanagisawa M, Liu Q (2018). Quantitative phosphoproteomic analysis of the molecular substrates of sleep need. Nature.

[bib54] Watson BO, Levenstein D, Greene JP, Gelinas JN, Buzsáki G (2016). Network homeostasis and state dynamics of neocortical sleep. Neuron.

[bib55] Zang T, Maksimova MA, Cowan CW, Bassel-Duby R, Olson EN, Huber KM (2013). Postsynaptic FMRP bidirectionally regulates excitatory synapses as a function of developmental age and MEF2 activity. Molecular and Cellular Neuroscience.

[bib56] Zhu B, Gulick T (2004). Phosphorylation and alternative pre-mRNA splicing converge to regulate myocyte enhancer factor 2C activity. Molecular and Cellular Biology.

# Supplementary material for: An essential role for MEF2C in the cortical response to loss of sleep in mice
**Source:** eLife. 2020 Aug 27;9:e58331. doi: 10.7554/eLife.58331
**Supplement:** Supplementary file 6. — Recordings were obtained ex Vivo from anterior cingulate cortex excitatory neurons of Mef2cf/f and Mef2c-cKOCamk2a-Cre mice exposed to three different sleep/wake experimental conditions: control sleep 6 hr (CS), sleep deprivation 6 hr (SD) and sleep deprivation 4 hr followed by recovery sleep 2 hr (RS).

**Supplementary Table 6. Functional parameters of mEPSCs obtained in anterior cingulate cortex excitatory neurons of Mef2c^f/f^ and Mef2c^CKO^ mice exposed to three different sleep/wake experimental conditions: control sleep 6h (CS), sleep deprivation 6h (SD) and sleep deprivation 4h followed by recovery sleep 2h (RS).**

| **mEPSC parameter** | Units | **Mef2c^f/f^** | | | | | | | | | | **Mef2c^CKO^** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | *Fig.4 B,C, D* | | | | | | | | | | *Fig.4 H,I,J* | | | | | | | | | |
| *From N cell experim. values* |  | N | | Mean ± SEM | ANOVA F, (DFn, DFd) | | ANOVA, Adjusted P value | | | | | N | Mean ± SEM | | ANOVA F, (DFn, DFd) | | ANOVA, Adjusted P value | | | | |
|  |  |  |  |  |  |  | CS | SD | | RS | |  |  |  |  |  | CS | | SD | | RS |
| Frequency, CS | Hz | 14 | | 6.8±1.1 | 11.3  (2,38) | | N/A | 0.002 | | 0.707 | | 14 | 9.0±1.3 | | 0.06  (2,36) | | N/A | | 0.96 | | 0.996 |
| Frequency, SD | Hz | 15 | | 12.7±1.4 |  |  | 0.002 | N/A | | 0.0003 | | 12 | 8.5±1.4 | |  |  | 0.96 | | N/A | | 0.94 |
| Frequency, RS | Hz | 12 | | 5.4±0.7 |  |  | 0.707 | 0.0003 | | N/A | | 13 | 9.2±1.6 | |  |  | 0.996 | | 0.94 | | N/A |
| Peak ampl., CS | pA | 14 | | 7.9±0.4 | 3.44  (2,38) | | N/A | 0.058 | | 0.98 | | 14 | 9.0±0.5 | | 0.43  (2,36) | | N/A | | 0.99 | | 0.66 |
| Peak ampl., SD | pA | 15 | | 9.3±0.5 |  |  | 0.058 | N/A | | 0.106 | | 12 | 9.1±0.6 | |  |  | 0.99 | | N/A | | 0.76 |
| Peak ampl., RS | pA | 12 | | 8.0±0.4 |  |  | 0.98 | 0.106 | | N/A | | 13 | 9.8±0.9 | |  |  | 0.66 | | 0.76 | | N/A |
| Charge/min, CS | pC/min | 14 | | 12.1±2.6 | 9.05  (2,38) | | N/A | 0.0041 | | 0.86 | | 14 | 16.6±3.2 | | 0.32  (2,36) | | N/A | | 0.96 | | 0.86 |
| Charge/min, SD | pC/min | 15 | | 25.6±3.6 |  |  | 0.0041 | N/A | | 0.0014 | | 12 | 15.3±1.4 | |  |  | 0.96 | | N/A | | 0.71 |
| Charge/min, RS | pC/min | 12 | | 9.9±1.5 |  |  | 0.86 | 0.0014 | | N/A | | 13 | 19.2±4.1 | |  |  | 0.86 | | 0.71 | | N/A |
|  |  | *Fig.4 B,C, D* | | | | | | | | | | *Fig.4 H,I,J* | | | | | | | | | |
| *From N cell experim. values* |  | N | Median | | | 25% -tile | 75% -tile | | Min value | | Max value | N | | Median | | 25% -tile | 75% -tile | Min value | | Max value | |
| Frequency, CS | Hz | 14 | 5.29 | | | 3.83 | 8.57 | | 2.58 | | 16.3 | 14 | | 8.12 | | 5.22 | 11.8 | 1.16 | | 17.5 | |
| Frequency, SD | Hz | 15 | 11.5 | | | 8.05 | 16.4 | | 4.80 | | 22.9 | 12 | | 6.12 | | 4.91 | 12.8 | 2.79 | | 19.0 | |
| Frequency, RS | Hz | 12 | 5.03 | | | 4.20 | 5.82 | | 3.05 | | 12.1 | 13 | | 8.68 | | 4.06 | 12.5 | 2.70 | | 21.9 | |
| Peak ampl., CS | pA | 14 | 7.46 | | | 6.85 | 8.73 | | 6.43 | | 11.8 | 14 | | 8.81 | | 7.46 | 9.84 | 6.40 | | 13.1 | |
| Peak ampl., SD | pA | 15 | 9.56 | | | 7.44 | 10.6 | | 6.75 | | 13.8 | 12 | | 8.59 | | 7.87 | 9.92 | 6.93 | | 14.5 | |
| Peak ampl., RS | pA | 12 | 7.50 | | | 7.11 | 9.07 | | 6.57 | | 11.3 | 13 | | 8.43 | | 7.76 | 12.5 | 5.16 | | 17.0 | |
| Charge/min, CS | pC/min | 14 | 9.17 | | | 6.17 | 13.4 | | 3.92 | | 41.1 | 14 | | 13.7 | | 9.71 | 19.7 | 1.95 | | 49.9 | |
| Charge/min, SD | pC/min | 15 | 20.2 | | | 16.4 | 36.8 | | 7.14 | | 56.3 | 12 | | 11.5 | | 8.38 | 19.5 | 4.92 | | 40.7 | |
| Charge/min, RS | pC/min | 12 | 8.22 | | | 6.42 | 11.1 | | 5.51 | | 21.6 | 13 | | 15.2 | | 9.71 | 28.4 | 3.60 | | 51.5 | |
|  |  | *Fig.4 E,F* | | | | | | | | | | *Fig.4 K,L* | | | | | | | | | |
| *From N averaged cumul. histograms* |  | N | | Average median  ± SEM | ANOVA F, (DFn, DFd) | | ANOVA, Adjusted P value | | | | | N | Average median  ± SEM | | ANOVA F, (DFn, DFd) | | ANOVA, Adjusted P value | | | | |
|  |  |  |  |  |  |  | CS | SD | | RS | |  |  |  |  |  | CS | | SD | | RS |
| Inst. freq., CS | Hz | 14 | | 2.4±0.4 | 6.18  (2,297) | | N/A | 0.020 | | 0.82 | | 14 | 3.0 ±0.4 | | 0.07  (2,294) | | N/A | | 0.99 | | 0.96 |
| Inst. freq., SD | Hz | 15 | | 4.6±0.5 |  |  | 0.020 | N/A | | 0.0031 | | 12 | 3.0±0.5 | |  |  | 0.99 | | N/A | | 0.93 |
| Inst. freq., RS | Hz | 12 | | 2.1±0.3 |  |  | 0.82 | 0.0031 | | N/A | | 13 | 3.4±0.6 | |  |  | 0.96 | | 0.93 | | N/A |
| Peak ampl., CS | pA | 14 | | 7.1±0.3 | 4.37  (2,297) | | N/A | 0.022 | | 0.97 | | 14 | 7.8±0.3 | | 0.95  (2,297) | | N/A | | 0.96 | | 0.39 |
| Peak ampl., SD | pA | 15 | | 8.2±0.4 |  |  | 0.022 | N/A | | 0.040 | | 12 | 7.9±0.3 | |  |  | 0.96 | | N/A | | 0.55 |
| Peak ampl., RS | pA | 12 | | 7.1±0.3 |  |  | 0.97 | 0.040 | | N/A | | 13 | 8.1±0.6 | |  |  | 0.39 | | 0.55 | | N/A |

# Supplementary material for: An essential role for MEF2C in the cortical response to loss of sleep in mice
**Source:** eLife. 2020 Aug 27;9:e58331. doi: 10.7554/eLife.58331
**Supplement:** Supplementary file 7. — P2/P1 was obtained at three different interpulse intervals (20, 50 and 100 ms), obtained in anterior cingulate cortex excitatory neurons of Mef2cf/f and Mef2c-cKOCamk2a-Cre mice exposed to three different sleep/wake experimental conditions: control sleep 6 hr (CS), sleep deprivation 6 hr (SD) and sleep deprivation 4 hr followed by recovery sleep 2 hr (RS).

**Supplementary Table 7. Paired pulse ratio of evoked EPSCs at three different interpulse intervals (20, 50 and 100 ms), obtained in anterior cingulate cortex excitatory neurons of Mef2c^f/f^ and Mef2c^CKO^ mice exposed to three different sleep/wake experimental conditions: control sleep 6h (CS), sleep deprivation 6h (SD) and sleep deprivation 4h followed by recovery sleep 2h (RS).**

| **P2/P1 ratio** | | **Mef2c^f/f^** | | | | | | | | **Mef2c^CKO^** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | *Fig.5 B* | | | | | | | | *Fig.5 D* | | | | | | | | |
| *From N cell experimental values* | | N | Mean ± SEM | ANOVA F, (DFn, DFd) | ANOVA, Adjusted P value | | | | | N | Mean ± SEM | ANOVA F, (DFn, DFd) | | ANOVA, Adjusted P value | | | | |
|  |  |  |  |  | CS | SD | | RS | |  |  |  |  | CS | SD | | RS | |
| 20 ms interpuls time, CS | | 8 | 0.72±0.07 | 3.27  (2,20) | N/A | 0.42 | | 0.047 | | 9 | 0.88±0.09 | 1.54  (2,20) | | N/A | 0.22 | | 0.88 | |
| 20 ms interpuls time, SD | | 7 | 0.87±0.07 |  | 0.42 | N/A | | 0.48 | | 9 | 1.04±0.04 |  |  | 0.22 | N/A | | 0.60 | |
| 20 ms interpuls time, RS | | 8 | 1.00±0.09 |  | 0.047 | 0.48 | | N/A | | 5 | 0.93±0.06 |  |  | 0.88 | 0.60 | | N/A | |
| 50 ms interpuls time, CS | | 8 | 0.77±0.04 | 4.71  (2,21) | N/A | 0.16 | | 0.017 | | 9 | 0.86±0.06 | 1.42  (2,21) | | N/A | 0.24 | | 0.65 | |
| 50 ms interpuls time, SD | | 8 | 0.93±0.07 |  | 0.16 | N/A | | 0.50 | | 9 | 1.02±0.07 |  |  | 0.24 | N/A | | 0.82 | |
| 50 ms interpuls time, RS | | 8 | 1.03±0.07 |  | 0.017 | 0.50 | | N/A | | 6 | 0.96±0.09 |  |  | 0.65 | 0.82 | | N/A | |
| 100 ms interpuls time, CS | | 10 | 0.75±0.04 | 1.86  (2,23) | N/A | 0.21 | | 0.31 | | 9 | 0.89±0.06 | 2.32  (2,22) | | N/A | 0.11 | | 0.34 | |
| 100 ms interpuls time, SD | | 8 | 0.89±0.06 |  | 0.21 | N/A | | 0.97 | | 9 | 1.06±0.05 |  |  | 0.11 | N/A | | 0.86 | |
| 100 ms interpuls time, RS | | 8 | 0.87±0.06 |  | 0.31 | 0.0.97 | | N/A | | 7 | 1.01±0.06 |  |  | 0.34 | 0.86 | | N/A | |
|  |  | *Fig.5 B* | | | | | | | | *Fig.5 D* | | | | | | | | |
| *From N cell experimental values* | | N | Median | 25% -tile | 75% -tile | | Min value | | Max value | N | Median | | 25% -tile | 75% -tile | | Min value | | Max value |
| 20 ms interpuls time, CS | | 8 | 0.71 | 0.62 | 0.86 | | 0.38 | | 1.06 | 9 | 0.95 | | 0.61 | 1.09 | | 0.46 | | 1.22 |
| 20 ms interpuls time, SD | | 7 | 0.93 | 0.73 | 0.99 | | 0.52 | | 1.02 | 9 | 1.06 | | 0.94 | 1.16 | | 0.83 | | 1.22 |
| 20 ms interpuls time, RS | | 8 | 1.06 | 0.77 | 1.19 | | 0.57 | | 1.31 | 5 | 0.89 | | 0.82 | 1.07 | | 0.79 | | 1.14 |
| 50 ms interpuls time, CS | | 8 | 0.81 | 0.66 | 0.86 | | 0.54 | | 0.89 | 9 | 0.89 | | 0.71 | 0.94 | | 0.66 | | 1.20 |
| 50 ms interpuls time, SD | | 8 | 0.96 | 0.75 | 1.11 | | 0.63 | | 1.14 | 9 | 1.00 | | 0.91 | 1.11 | | 0.71 | | 1.44 |
| 50 ms interpuls time, RS | | 8 | 1.01 | 0.89 | 1.17 | | 0.77 | | 1.34 | 6 | 0.98 | | 0.75 | 1.09 | | 0.70 | | 1.28 |
| 100 ms interpuls time, CS | | 10 | 0.72 | 0.65 | 0.89 | | 0.55 | | 0.97 | 9 | 0.91 | | 0.74 | 0.98 | | 0.67 | | 1.24 |
| 100 ms interpuls time, SD | | 8 | 0.92 | 0.73 | 1.06 | | 0.59 | | 1.07 | 9 | 1.06 | | 0.91 | 1.18 | | 0.85 | | 1.29 |
| 100 ms interpuls time, RS | | 8 | 0.89 | 0.73 | 0.98 | | 0.60 | | 1.18 | 7 | 1.01 | | 0.94 | 1.13 | | 0.75 | | 1.26 |

How the deposited data were processed for this re-analysis (not part of the article)

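Frontal cortex RNA from 33 mice was sequenced by the authors, 20 of them WT (6 CS, 7 SD and 7 RS), 7 *Mef2c* f/f (4 CS and 3 SD) and 6 Mef2c-cKO (3 CS and 3 SD). All samples were taken at ZT 6, after 6 hr of sleep deprivation in SD and after 4 hr of deprivation and 2 hr of recovery sleep in RS. The authors checked the reads with FASTQC, trimmed them with Trimmomatic, aligned them to mm10 with STAR, counted uniquely mapped reads with HTSeq and converted the counts to CPM with edgeR. The processed table holds CPM of 21565 genes in 33 libraries, and all of its libraries were used.

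Whole reads were recovered by dividing each library's values by its smallest value above 0, and 100% of 711645 values lay within 0.01 of a whole number. The recovered totals are therefore the numbers that the authors divided by. In WT libraries the listed genes summed to less than the total, and in the others to 1000000 CPM. Group medians of the totals went from 29639972 to 127814796 reads. A count of 0 allows up to 3 reads, and limits computed from it cover counting error only. Replicates of a group had a Spearman rho of 0.931 to 0.997 across genes, over 72 pairs.

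CPM were divided by median-of-ratios factors over all 33 libraries, 0.5 was added and log2 taken. Comparisons were fitted in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with a trend), each with the compared groups alone. Genes had to have CPM of at least 1 in all replicates of one or both groups, DEGs had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.3, and interactions were called on the adjusted p alone. Single values per library were compared with two-sided exact permutation tests over all splits of the libraries. Gene lists were tested with camera at a correlation of 0.01 and with fry, adjusted over 68 tests, and glucocorticoid response genes with a one-sided Fisher's exact test against all genes tested. The 17 lists were the M04 and M10 networks, clock genes and Krebs cycle genes read from the paper's figures, its glucocorticoid response genes, immediate early genes, synaptic genes, markers of excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, microglia and macrophages, endothelial cells, and pericytes and smooth muscle, and the families of cytosolic ribosomal proteins, mitochondrial ribosomal proteins and nuclear-encoded respiratory chain genes. The genes named in the text are those the paper names in its text or Figures 1 to 4, the genes of these lists, and for each comparison the 5 DEGs with the largest rise and the 5 with the largest fall among DEGs whose groups of libraries do not overlap, 348 genes in all. Other genes are named only where the text says so, and the results of some single genes are not reported here.

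The lists, comparisons, the tests behind their p-values, thresholds, rule for naming genes and alternatives were chosen before the data were examined, apart from an alternative for the interaction between WT and *Mef2c* f/f mice that kept only genes above 0 in every compared library, the correction for GC content in the draws of WT libraries, and the simulation of kept and returned changes in RS. Some tests of technical explanations and of other splits of the libraries were also chosen only after the results had been seen, and each part of the closing section names its own. The alternatives were pseudocounts of 0.1 and 1, CPM as deposited, quantile normalization, no filter on low values, a CPM of at least 5 in every compared library, array quality weights in limma, values corrected per library for a trend on GC content and transcript length, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (the paper's tool) on the recovered reads, a fit over all groups of a part of the study, no fold threshold, the replicate number of the labels as a block, and each library left out in turn. The trend was a natural spline with 5 degrees of freedom for GC content and 4 for log10 transcript length. GC content, length and position came from the GENCODE M21 annotation of GRCm38, in which 19226 gene symbols were found, 243 through a synonym, while 30 were ambiguous and 2066 were not found. The annotation release that the authors counted reads on is not named in the paper's text.

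Splits of the libraries into groups of the same sizes were fitted in the same way, all of them where there were at most 100 and otherwise 100 drawn with the seed 58331. The procedure was tested on simulated data with 200 changed genes. Of these, 99.5% were called in the right direction with 6 libraries against 7. The share was 100% with 4 against 3 and 94% with 3 against 3. These shares hold for the simulated changes only. Real draws of 4 CS and 3 SD WT libraries gave a median of 772 DEGs under limma, where all WT libraries gave 5826. The simulation thus does not show that so few libraries find most real changes. With a trend on GC content added to the simulated SD libraries (Spearman rho of log2 fold change with GC content across genes 0.876, where the WT data have 0.721), the same procedure also called 2867 of 11874 unchanged genes, and 4 after the correction for GC content and transcript length. Of the other parts of the study, the MEF2C protein, electrophysiology and sleep recordings and the *Mef2c*+/- mice were not analysed here. The network itself was not rebuilt, and the scores of M04 and M10 used all 20 WT libraries. The supplementary tables at hand hold 1999 lines of each comparison, and the paper's log2 fold changes in them were on the same scale as those of DESeq2 here (slope 1 from CS to SD in WT mice).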

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

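The tests of mislabelled samples, of GC content for *Lrp3* and *Cep295*, of differing gene annotations and of splits for the oligodendrocyte markers were chosen only after the results they test had been seen.

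WT CS replicate 2 lay far from the other CS libraries in 3 measures. Its rescaling factor was 0.716 (others 0.855 to 0.911), the 20 most abundant genes took 10.1% of its reads (others 7.62% to 8.37%), and its M04 score was 2.43 (others 0.529 to 1.14). In WT SD replicate 1 the listed genes summed to 947390 CPM (others 979660 to 985960). These are 4 of 50 groups of libraries examined, where 2.5 would be expected by chance. The 3 measures of CS replicate 2 come from 1 library and are not independent of each other. Without it, 98 DEGs were left from CS to RS. No technical explanation was tested for these libraries, and no biological explanation was tested either, since the libraries of a group share their condition.

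The response to SD differed between *Mef2c* f/f and Mef2c-cKO mice for 1 gene, and between WT and *Mef2c* f/f mice for 1983 genes. For the first, 9 of 100 splits of the libraries gave at least as many genes, so chance stays open for that number. For the second, 1 of 100 splits, the real one, gave as many. Gene annotations that differ between the parts of the table are argued against as the whole cause, since 1885 genes had an interaction among genes above 0 in every compared library. A trend on GC content and transcript length may account for most of the number, since 225 genes had an interaction once it was removed, 172 of them among the 1913 that had one before. The WT libraries have other sums of CPM than the *Mef2c* f/f libraries, so any difference in how the parts were processed cannot be told apart from genotype. A difference of genotype stays open as well, as untested.

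The interaction of *Cep295* between *Mef2c* f/f and Mef2c-cKO mice was 1.912 on the log2 scale. *Cep295* was at 259 to 281 rescaled CPM in the Mef2c-cKO SD libraries and at most at 109 in any other library. GC content and transcript length are argued against, since the interaction was 1.9292 after the trend was removed. All 3 of the Mef2c-cKO SD libraries lay above every Mef2c-cKO CS library, but *Cep295* was chosen on these libraries, so a sample mislabelled among the *Mef2c* f/f and Mef2c-cKO libraries was not tested by this. A sample exchanged with a WT sample is argued against, since in 0 of 20 WT libraries, which were not used to choose the gene, was *Cep295* as high as in the Mef2c-cKO SD libraries. Reads shared with other genes and a variant carried by these mice were not tested, and neither was the condition as a biological cause beyond the comparison itself, so these stay open.

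Of 17 lists, the oligodendrocyte markers differed between *Mef2c* f/f and Mef2c-cKO mice in their response to SD under both camera (adjusted p = 4.3e-07) and fry (0.014), with a median interaction of -0.316 over 13 genes. The median log2 fold change was 0.31 in *Mef2c* f/f mice, with 11 of 13 genes up and 10 past the threshold when adjusted over the list alone, and -0.07 in Mef2c-cKO mice, with 5 of 13 up. It was 0.36 and -0.07 after correction for GC content. A median shifted as far was found in 2 of 35 splits of the *Mef2c* f/f libraries and in 6 of 10 of the Mef2c-cKO libraries, so that chance stays open for the response within each genotype, and the interaction of the list was not set against other splits. In CS the list was higher in Mef2c-cKO than in *Mef2c* f/f mice, with a median log2 difference of 0.30, 13 of 13 genes up, 4 of them DEGs (camera adjusted p = 0.00011, fry 0.00918), and 4 of 35 splits shifted the median as far. A different share of oligodendrocytes in the dissected tissue was not tested. The germline recombination that the paper reports in some Mef2c-cKO mice was not tested as a cause either.

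*Lrp3* averaged 6037.1 rescaled CPM in Mef2c-cKO CS, where the libraries of Mef2c-cKO mice went from 5765 to 6525, those of *Mef2c* f/f mice from 34.1 to 45.3 and those of WT mice from 20.5 to 73.2. A further 5 genes (*Acoxl*, *Asic5*, *Olfr1510*, *Sult6b1* and *Tbx20*) were at 5 rescaled CPM or more in all Mef2c-cKO libraries and under 0.5 in all *Mef2c* f/f libraries, and the paper does not discuss them. A mislabelled sample is argued against for *Lrp3*, which was chosen on the CS libraries, since in all 3 of the Mef2c-cKO SD libraries it lay above every *Mef2c* f/f SD and WT library. GC content and transcript length are argued against, since the log2 fold change of *Lrp3* was 7.1481 after the trend was removed. Of 12 tested genes within 500 kb of *Lrp3*, 0 were DEGs, where 7.67% of all genes were, so that a change at the locus that also moves its neighbours cannot be told from none with so few genes. The Cre transgene is part of every Mef2c-cKO library and of no other, so an effect of its insertion or of sequences it carries was not separated from loss of *Mef2c* by these data, and no test was run.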

How the results depend on the processing

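Apart from the fit to genes above 0 in every compared library and the GC content correction in the draws of WT libraries, no alternative was chosen only after the results had been seen.

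Under the alternatives that keep every library, main results kept their direction and their side of the threshold (or stayed within 1.5 times the count) in 134 cases, and were weaker in 20, stronger in 39 and reversed in 2. Single genes and lists did so in 711, and were weaker in 42, stronger in 14 and reversed in 22. With 1 library left out, 41 main results were the same, 41 weaker and 11 stronger, and 105 values of single genes were the same, 35 weaker, 2 stronger and 4 reversed. The cause of a change was not tested unless stated.

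With CPM as deposited there were 1 DEG from SD to RS in WT mice, 3426 genes with an interaction between WT and *Mef2c* f/f mice, 700 WT DEGs called in CS between Mef2c-cKO and *Mef2c* f/f mice, and a fall of -1.01 of the M10 score from CS to SD (exact p = 0.0624). A pseudocount of 1 gave 13 DEGs in *Mef2c* f/f mice and 7 shared by WT and *Mef2c* f/f mice. With no filter on low values, where more genes are tested, there were 385 DEGs from CS to RS, 0 from SD to RS (1046 at an unadjusted p of at most 0.05), 0 in *Mef2c* f/f mice (2330 unadjusted), 6 in Mef2c-cKO mice, 1142 genes with an interaction between WT and *Mef2c* f/f mice, 359 shared by SD and RS and 0 shared by WT and *Mef2c* f/f mice. The stricter filter, which tests fewer genes, gave 0 from SD to RS (403 unadjusted), 12 in *Mef2c* f/f mice and 7 shared by WT and *Mef2c* f/f mice. Array quality weights gave 100 DEGs from SD to RS, 1750 in *Mef2c* f/f mice, 291 in Mef2c-cKO mice, 3402 in CS between Mef2c-cKO and *Mef2c* f/f mice, interactions for 315 (*Mef2c* f/f and Mef2c-cKO) and 7486 genes (WT and *Mef2c* f/f), 856 shared by WT and *Mef2c* f/f mice, 67 shared by *Mef2c* f/f and Mef2c-cKO mice and 1688 WT DEGs called in CS. Correction for GC content and transcript length gave 2568 DEGs from CS to SD and 620 from CS to RS in WT mice, 7 from SD to RS, 115 in *Mef2c* f/f mice, interactions for 6 (*Mef2c* f/f and Mef2c-cKO) and 225 genes (WT and *Mef2c* f/f), 549 shared by SD and RS, 30 by WT and *Mef2c* f/f mice and a median of 219 in the draws of WT libraries. edgeR gave 9 DEGs in *Mef2c* f/f mice and 4 shared by WT and *Mef2c* f/f mice. DESeq2 gave 3420 DEGs from CS to RS, 54 from SD to RS, 466 in *Mef2c* f/f and 25 in Mef2c-cKO mice, 2095 in CS between Mef2c-cKO and *Mef2c* f/f mice, interactions for 59 genes (*Mef2c* f/f and Mef2c-cKO), 3256 shared by SD and RS, 165 by WT and *Mef2c* f/f mice, 968 WT DEGs called in CS and a median of 2697.5 in the draws of WT libraries. A fit over all groups of a part gave 4018 from CS to RS, 9 in Mef2c-cKO mice and 2167 in CS between Mef2c-cKO and *Mef2c* f/f mice.

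With the replicate number of the labels as a block, so that libraries with the same number are paired, there were 287 DEGs from CS to SD and 4279 from CS to RS in WT mice, 0 from SD to RS (607 unadjusted), 13 in *Mef2c* f/f and 1 in Mef2c-cKO mice. Together with the GC content correction the block gave 794 from CS to SD, 0 from SD to RS (631 unadjusted) and 209 in *Mef2c* f/f mice. Without that correction, 6177 genes from CS to SD in WT mice had an unadjusted p of at most 0.05 under the block. Only 5 numbers are shared by CS and SD there, so its lower count may be a loss of power. For the interactions, a block within genotype gave 3 genes (*Mef2c* f/f and Mef2c-cKO) and 0 genes (WT and *Mef2c* f/f, 3498 unadjusted). The labels do not say whether equal numbers mean a shared batch, and Mef2c-cKO and *Mef2c* f/f mice in CS share none, so that comparison has no such fit.

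Signs changed in these cases. The median log2 fold change of clock genes was 0.22 with CPM as deposited, 0.0090 with quantile normalization and 0.013 with no filter, that of synaptic genes 0.041 (SD) and 0.015 (RS) with quantile normalization, and that of excitatory neuron genes 0.26 with CPM as deposited, 0.00056 with a pseudocount of 1, 0.052 with edgeR and 0.038 with DESeq2. Oligodendrocyte markers had -0.062 after the GC content correction, endothelial markers -0.081 with quantile normalization, -0.13 with the stricter filter and -0.023 after the GC content correction, and glucocorticoid response genes -0.14 with the stricter filter. From CS to SD in WT mice *Nfil3* had -0.0074 and *Csnk1e* -0.30 after the GC content correction, *Egr1* -0.21 with weights, -0.41 after the GC content correction and -0.0063 with DESeq2, and *Homer1* 0.030 with quantile normalization and 0.22 after the GC content correction, while *Arc* had -0.11 from CS to RS after that correction. The difference of the M10 score from SD to RS was -0.28 with CPM as deposited and -0.13 with quantile normalization. In Mef2c-cKO mice, *Fos* had -0.053 without SD replicate 6, and *Mef2c* had -0.36 without CS replicate 5 and a positive sign, with 0.018, 0.069 and 0.021, without CS replicate 7, CS replicate 8 and SD replicate 6.

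With each library left out in turn, where fewer libraries are tested, the counts went from 4509 to 6411 from CS to SD, from 0 to 3740 from CS to RS and from 0 to 9 from SD to RS in WT mice, from 0 to 590 in *Mef2c* f/f mice, from 1 to 3 in Mef2c-cKO mice and from 171 to 875 in CS between Mef2c-cKO and *Mef2c* f/f mice. Genes with an interaction went from 1 to 2 (*Mef2c* f/f and Mef2c-cKO) and from 23 to 3300 (WT and *Mef2c* f/f). The fits with 0 DEGs had 4544 to 5653 genes at an unadjusted p of at most 0.05 from CS to RS, 463 to 928 from SD to RS and 1235 to 1823 in *Mef2c* f/f mice. The extremes were reached without RS replicate 1 (3740), RS replicate 5 (9), *Mef2c* f/f CS replicate 1 (590), Mef2c-cKO CS replicate 7 (171), *Mef2c* f/f SD replicate 3 (23) and WT CS replicate 6 (3300). Depth did not limit the count in WT mice, where thinning to 37883348 reads per library left 5740 DEGs, while for genes at 0 in all libraries of a group it leaves only a lower bound of the fold.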

Differences from the paper's values

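Apart from the correction for GC content in the draws of WT libraries, no test was chosen only after a difference from the paper had been seen.

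From CS to RS in WT mice, 2232 DEGs were found, against the paper's 3827. Of the alternatives set before the data were examined that keep every library, CPM as deposited (2665), DESeq2 (3420), a fit over the 3 WT groups (4018) and the replicate number as a block (4279) came within 1.5 times the paper's value, and the others did not. Of the fits that each left out 1 library, those without CS replicate 4 (2603), CS replicate 5 (3012), RS replicate 2 (3108), CS replicate 6 (3366) or RS replicate 1 (3740) did as well. From SD to RS 3 DEGs were found, against the paper's 81, and array quality weights (100) and DESeq2 (54) came within that range.

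In *Mef2c* f/f mice there were 5 DEGs from CS to SD, against the paper's 767, and none of the alternatives set before the data were examined that keep every library closed the gap, with 1750 under array quality weights and 466 under DESeq2. Without CS replicate 1 there were 590, within 1.5 times the paper's value, and the other fits that left out 1 library gave at most 3. In Mef2c-cKO mice there were 3, against the paper's 36, and DESeq2 (25) alone came within 1.5 times. In CS between Mef2c-cKO and *Mef2c* f/f mice there were 973, against the paper's 2565, and array quality weights (3402), DESeq2 (2095) and a fit over the 4 groups (2167) came within that range.

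WT and *Mef2c* f/f mice shared 2 DEGs, against the paper's 308, and none of the alternatives set before the data were examined that keep every library closed the gap. Overlaps were not computed with 1 library left out. For *Mef2c* f/f and Mef2c-cKO mice the shared number was 0, against about 1 in Fig. 3C, read by eye, and none closed that gap either. Shared by SD and RS were 1147 higher DEGs, against the paper's 1894 (CPM as deposited 2328, array quality weights 1341 and DESeq2 1677 within 1.5 times), and 1001 lower DEGs, against the paper's 1750 (DESeq2 1579). Fisher's exact test of the glucocorticoid response genes gave p = 0.29975, against the paper's 0.513, and quantile normalization (0.729), edgeR (0.382) and DESeq2 (0.430) came within 1.5 times.

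In the draws of 4 CS and 3 SD WT libraries the lowest number of DEGs was 0, against the paper's 875, and the median was 772, against the paper's 4591. Neither DESeq2, set before the data were examined (lowest number 281, median 2697.5), nor the correction for GC content and transcript length, chosen later (0 and 219), closed these gaps. The log2 fold change of *C7* from CS to SD was -1.349, against the paper's -1.721 with a standard error of 0.170, and a pseudocount of 0.1 (-1.63), quantile normalization (-1.61), edgeR (-1.71) and DESeq2 (-1.72) came within that error.

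The paper states that most of the expression change of SD was maintained in RS, and 36.9% of the DEGs from CS to SD were also DEGs from CS to RS. With DESeq2, the paper's tool, 3256 of 6048 were, which is most of them, and with limma the median ratio of the log2 fold change in RS to that in SD was 0.807. Its Figure 1—figure supplement 3 marks the casein kinases as higher in SD, and *Csnk1e* was a DEG only with CPM as deposited (0.36). Its Figure 1—figure supplement 2 shows genes as higher in both SD and RS, and *Sirt4* (0.31) and the gene *Cpt1a* (0.10) were not DEGs from CS to SD, while 3 of 10 tested genes of the figure were DEGs from CS to RS. The paper states that the response of Mef2c-cKO mice is a small share of that of *Mef2c* f/f mice, and the interaction was past the threshold for 1 gene, with 315 genes under array quality weights and 59 under DESeq2. It states that the WT DEGs of sleep loss are differentially expressed in CS in Mef2c-cKO mice, and 8.26% of those tested were DEGs between Mef2c-cKO and *Mef2c* f/f mice.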

Other observations

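The splits for single lists other than immediate early genes from CS to SD in WT mice, the tests of GC content in *Mef2c* f/f mice, in library making and from CS to RS, the test of the share of neurons, and the comparison of the draws of WT libraries with *Mef2c* f/f mice under DESeq2 and at an unadjusted p were chosen only after the results had been seen.

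As many DEGs as in the real groups were found in 1 of 100 splits of the libraries from CS to SD in WT mice, in 1 of 100 from CS to RS and in 1 of 35 in CS between Mef2c-cKO and *Mef2c* f/f mice, in each case the real split, so that chance is argued against. The highest counts of the other splits were 1622, 0 and 43. From SD to RS 6 of 100 splits gave as many DEGs (up to 2631), and in *Mef2c* f/f mice 2 of 35 did (up to 674). Chance thus stays open for both numbers, although the median of the other splits was 0 in each. In Mef2c-cKO mice 1 of 10 splits gave as many, and a share under 0.1 is not possible with 3 libraries against 3. The DEGs shared by SD and RS were matched by 1 of 100 splits, the real one. The CS libraries that both comparisons share are argued against as the whole cause of the likeness of SD and RS. In 100 draws of unchanged groups rho was at most 0.916, against 0.971, and 0 draws gave a shared DEG. How far the shared CS libraries add to the number of shared DEGs where groups do change was not tested by these draws.

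As many lists as in the real groups passed under camera in 25 of 100 splits from CS to SD and 18 of 100 from CS to RS in WT mice, 19 of 35 in *Mef2c* f/f mice and 7 of 10 in Mef2c-cKO mice, the last too few to tell. Chance thus stays open for the number of lists past the camera threshold in the first 3 of these comparisons. Single lists from CS to SD in WT mice differed in this. A median shifted as far was found in 1 of 100 splits, the real one, for immediate early genes. The same held for synaptic genes, cytosolic ribosomal proteins, the respiratory chain and inhibitory neuron markers. It also held for M04, M10 and the Krebs cycle, but the study chose those genes on these libraries. Their splits therefore cannot decide on chance. For the other lists as far a shift was found in 2 of 100 (astrocytes and mitochondrial ribosomal proteins), 4 (microglia and glucocorticoid response), 5 (pericytes), 10 (oligodendrocytes), 29 (clock genes), 33 (endothelial cells) and 97 splits (excitatory neurons).

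Immediate early genes also had higher medians after SD in the other genotypes, 0.58 in *Mef2c* f/f mice (17 of 18 genes up, camera adjusted p = 1.47e-08, fry 0.0792, with 11 past the threshold when adjusted over the list alone) and 0.47 in Mef2c-cKO mice (16 of 19 up, camera 4.69e-05, fry 0.559). The difference between these genotypes was -0.10 (camera adjusted p = 0.702). In Mef2c-cKO mice *Arc*, *Fos* and *Egr1* lay above every CS library in SD replicate 6 alone. *Arc* was at 144.79 rescaled CPM there, and at 57.63 and 47.97 in SD replicates 5 and 7. *Homer1* was above every CS library in SD replicates 5 and 6. The median of the list was not computed without SD replicate 6. The small difference between the genotypes therefore does not show that Mef2c-cKO mice keep the response. In *Mef2c* f/f mice 2 of 35 splits shifted the median as far, so that chance stays open, and in Mef2c-cKO mice 3 of 10 did, where the libraries are too few to tell. *Fos* (1.29), *Arc* (1.27), *Homer1* (0.89) and *Egr1* (0.87) rose in *Mef2c* f/f mice without being DEGs, and each was a DEG under array quality weights.

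The number of WT sleep-loss DEGs called in the same direction in CS between Mef2c-cKO and *Mef2c* f/f mice was matched by 1 of 35 splits, the real one. The other splits had at most 43 DEGs, against 973, so this restates the number of DEGs. It cannot decide whether the shared direction with WT mice is due to chance.

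Log2 fold changes rose with GC content from CS to SD in WT mice (Spearman rho across genes 0.721), and from CS to RS (0.713). A trend on GC content and transcript length is argued against as the whole cause of the DEGs from CS to SD, since 2568 were called after it was removed, 1725 of them among the 5590 called before. From CS to RS it may account for most of them, since 620 were called after it was removed, and 409 of these were among the 2160 called before. A response to SD alike in WT and *Mef2c* f/f mice is argued against as the source of the trend, since rho was -0.303 in *Mef2c* f/f mice. A difference in library making cannot be told apart from the sleep condition, since the rho of single RS libraries with GC content spread over a range of 1.004 within 1 group, and the labels name no batch. In the WT libraries the first principal component held 63.7% of the variance, and its loadings had a rho of 0.732 with GC content across 11553 genes.

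The *Mef2c* f/f mice had far fewer DEGs from CS to SD than WT mice. The lower depth of their libraries is argued against as the cause, since WT mice had 5740 DEGs after thinning. The smaller number of libraries could account for the count under limma, since 31 of 100 draws of 4 CS and 3 SD WT libraries gave as few DEGs as the 5 of *Mef2c* f/f mice. It is argued against as the whole cause under DESeq2, where 3 of 100 draws gave as few as 466, and for genes at an unadjusted p of at most 0.05, where 2 of 100 draws gave as few as 2111. Neither of these was corrected for GC content. With limma after correction for GC content and transcript length, 42 of 100 draws gave no more than the 115 DEGs of *Mef2c* f/f mice. Under that correction, also chosen later, the smaller number of libraries could account for the count. A difference of genotype or of processing between the parts of the study stays open as well.

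In CS, the microglia and macrophage markers were higher in Mef2c-cKO than in *Mef2c* f/f mice, with a median log2 difference of 0.70 over 13 genes, all up (camera adjusted p = 0.000732, fry 0.104). A median shifted as far was found in 2 of 35 splits, so that chance stays open. The 5 lists of cell types other than neurons, microglia among them, spread over a range of 0.80 (exact permutation p = 0.028571, the smallest that 35 splits allow). That range is the microglia shift against the endothelial shift, so it restates the pattern and cannot decide on a lower share of neurons. The medians of astrocytes (0.18), oligodendrocytes (0.30) and pericytes (0.14) were also higher, and that of endothelial cells was lower (-0.10). A lower share of neurons thus stays open. GC content and transcript length are argued against, since the median of the microglia list was 0.6794 after the trend was removed. A change in microglia themselves was not tested, and neither was the germline recombination that the paper reports in some Mef2c-cKO mice.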
